# Salinity stress-induced phosphorylation of INDETERMINATE-DOMAIN 4 (IDD4) by MPK6 regulates plant growth adaptation in *Arabidopsis*

**DOI:** 10.3389/fpls.2023.1265687

**Published:** 2023-10-10

**Authors:** Anamika Rawat, Ronny Völz, Arsheed Sheikh, Kiruthiga G. Mariappan, Soon-Kap Kim, Naganand Rayapuram, Khairiah M. Alwutayd, Louai K. Alidrissi, Moussa Benhamed, Ikram Blilou, Heribert Hirt

**Keywords:** IDD4, MPK6, salinity stress tolerance, protein phosphorylation, transcription factor, stress signaling

## Abstract

The *INDETERMINATE DOMAIN* (*IDD*) family belongs to a group of plant-specific transcription factors that coordinates plant growth/development and immunity. However, the function and mode of action of IDDs during abiotic stress, such as salt, are poorly understood. We used idd4 transgenic lines and screened them under salt stress to find the involvement of IDD4 in salinity stress tolerance The genetic disruption of *IDD4* increases salt-tolerance, characterized by sustained plant growth, improved Na^+^/K^+^ ratio, and decreased stomatal density/aperture. Yet, *IDD4* overexpressing plants were hypersensitive to salt-stress with an increase in stomatal density and pore size. Transcriptomic and ChIP-seq analyses revealed that IDD4 directly controls an important set of genes involved in abiotic stress/salinity responses. Interestingly, using anti-IDD4-pS73 antibody we discovered that IDD4 is specifically phosphorylated at serine-73 by MPK6 *in vivo* under salinity stress. Analysis of plants expressing the phospho-dead and phospho-mimicking IDD4 versions proved that phosphorylation of IDD4 plays a crucial role in plant transcriptional reprogramming of salt-stress genes. Altogether, we show that salt stress adaption involves MPK6 phosphorylation of IDD4 thereby regulating IDD4 DNA-binding and expression of target genes.

## Introduction

Among the several abiotic stresses, salinity poses a strong concern for plant viability. A high concentration of salt affects plant growth due to hyperionic and hyperosmotic stress. To overcome this, plants have evolved several mechanisms to increase salinity tolerance. One such mechanism operates at the transcriptional level by the activation or repression of genes that can modify plant stress tolerance. Transcription factors (TF) can modulate the different stress response genes and thereby regulate the stress tolerance of plants, e.g. MYBs, WRKYs, NACs *etc*. are some of the TFs that show a strong association with salt-stress responses (Chen et al., 2002; Singh et al., 2002). The IDD family of transcription factors regulate several biological processes in plants (Kumar et al., 2019) and several phosphoproteomic studies have identified IDD transcription factors as targets for phosphorylation (Völz et al., 2019c).

One of the well-studied pathways in response to salinity is the mitogen-activated protein kinase (MAPK or MPK) cascade, which serves in both amplification and transduction of stress signals by phosphorylation through a cascade of three sequentially activated kinase modules: a MAPK kinase kinase, a MAPK kinase and ultimately a MAPK (Ichimura et al., 2002). MAPKs are known to convey besides various biotic, also abiotic stress signals in plants (Sinha et al., 2011). In *Arabidopsis* the MAPKs MPK4 and MPK6 have been shown to be activated by NaCl-treatment (Ichimura et al., 2000). In particular, the MPK6-signaling module was shown to coordinate a plethora of diverse developmental processes, comprising seed, root and stomatal formation, and the regulation of the plant-architecture.

The *INDETERMINATE DOMAIN* (*IDD*)/*BIRD* transcription factor family is plant-specific and highly conserved in monocots and dicots. The IDDs are characterized by a highly conserved N-terminally located ID-domain composed of a nuclear localization signal and four distinct zinc finger domains (ZF1 - ZF4). The 4 ZFs are subdivided into the C_2_H_2_-type ZF1 and ZF2, necessary for DNA-protein interaction, and into the C_2_HC-type ZF3 and ZF4, which are crucial for protein-protein interaction (Kozaki et al., 2004; Colasanti et al., 2006; Hirano et al., 2017).

The maize *ID1* gene was firstly reported as a causal factor for the regulation of floral transition in maize (Colasanti et al., 1998). Since then there have been numerous studies carried out in various plant species showing that *IDD* genes regulate several biological processes in plants, e.g. maintenance of plant architecture and organ development, ammonium metabolism, sugar metabolism, cold stress response, hormone signaling, seed development, secondary cell wall formation and immunity (Kumar et al., 2019; Völz et al., 2019b). *IDD4/IMPERIAL EAGLE* was shown to determine the ad/abaxial leaf development (Reinhart et al., 2013) and organize the ground tissue in roots (Moreno-Risueno et al., 2015). We recently reported that *IDD4* represses the plant-growth and innate immunity against infection by hemibiotrophic and necrotrophic pathogens and is widely expressed during all stages of the rosette leaf development, in trichomes, stomata, epidermal and mesophyll cells (Völz et al., 2019b).

The IDD family members possess a highly conserved putative MAPK binding-motif, indicating post-translational modification upon phosphorylation as the mode-of-action for their mechanistic regulation (Hoehenwarter et al., 2013; Roitinger et al., 2015; Mattei et al., 2016; Völz et al., 2019c). IDD4 harbors a MAPK docking site in between ZF1 and ZF2. Its mode of action depends on its phosphorylation by the immune MAP kinase MPK6 which interacts and phosphorylates IDD4 at serine-73 (S-73) residing in front of the first ZF and at threonine-130 (T-130) located in the second ZF (Völz et al., 2019b). These post-translational modifications determine the IDD4 DNA-binding ability on selected target sequences. Phosphorylated IDD4 exerts a stronger DNA-binding capacity accompanied by the transcriptional induction of the associated gene locus compared to the non-phosphorylated IDD4-variant (Völz et al., 2019b). Chromatin-precipitation studies have revealed the prevalent association of IDD4 to specific cis-regulatory sequences close to the transcriptional start sequence of putative primary target genes (Moreno-Risueno et al., 2015; O'Malley et al., 2016; Völz et al., 2019b; Völz et al., 2019c). These sequences in the 5’ upstream region of target genes contain *ID1*-motifs characterized by the core-sequence AGACAA.

Out of 16 IDD genes found in Arabidopsis, 12 have been shown to be functionally important in various metabolic and development processes, however there are only few studies showing the direct role of IDD genes in abiotic stress response. IDD14 regulates the drought tolerance in plants in an ABA-dependent manner by forming functional complex with ABFs/AREBs (Liu et al., 2022). The cold induced alternative splicing of IDD14 and high temperature induced splice variants of IDD15/SGR5 controls the starch metabolism and shoot gravitropism respectively (Seo et al., 2011; Kim et al., 2016). We previously showed that IDD4 regulates plant immune responses and its activity is controlled by phosphorylation through MPK6 (Völz et al., 2019b), but it’s role in abiotic stress is so far unknown.

Here, we show that *IDD4* acts as a repressor of salt-stress in *Arabidopsis*. Mutations in *IDD4* confer enhanced salt tolerance, sustained plant growth and elevated biomass production. Salt-stress-induced phosphorylation of IDD4 on conserved sites revealed its mechanistic regulation and extends our knowledge of the IDD-TF family in abiotic stress compensation. Our study shows that *IDD4* acts as a hub that links salt stress-induced phosphorylation of IDD4 to the transcriptional regulation of genes involved in salt-stress response thereby tuning - the salt-stress adaptation in *Arabidopsis*.

## Materials and methods

### Plant material and growth conditions

All *Arabidopsis thaliana* lines used in this study are in Columbia-0 (Col.0) background. The *IDD4* transgenic lines used are published (Völz et al., 2019b). The MAPK mutant line used is *mpk6–2* (SALK_073907). Prior to every experiment, seeds were surface sterilized and stratified at 4°C for 2d. The stratified seeds were plated on the ½ strength Murashige and Skoog (MS) medium with 1% agar and plants were grown in plant growth chambers (Percival Scientific) under 16h light: 8h dark condition at 22°C. Unless stated, the plants were grown for 5d on ½ MS and then to apply salt-stress, were transferred onto fresh with ½ MS ± 100mM NaCl (Sigma) and grown for another 16d.

### Bioinformatic analyses/GO term analysis

Sequencing was performed on each library to generate 101-bp paired-end reads on Illumina HiSeq2500 Genome Analyzer platform. Read quality was checked using FastQC and low quality reads were trimmed using the Trimmomatic version 0.32 (http://www.usadellab.org/cms/?page=trimmomatic) with the following parameters: Minimum length of 36 bp; Mean Phred quality score higher than 30; Leading and trailing bases removal with base quality below 3; Sliding window of 4:15. After pre-processing the Illumina reads, the transcript structures were reconstructed using a series of programs, namely, TopHat (ver. 2.1.1; http://tophat.cbcb.umd.edu/) for aligning with the genome, and Cufflinks (ver. 2.2.1; http://cufflinks.cbcb.umd.edu/) for gene structure predictions. For TopHat, the Reference-*Arabidopsis thaliana* (TAIR10) genome (https://www.arabidopsis.org) was used as the reference sequences with a maximum number of mismatches as 2. To identify the differentially expressed genes, the following parameters were used: p-value of 0.05 with a statistical correction using Benjamini Hochberg FDR of 0.05 in cuffdiff. A cut-off of 2 fold up- or down-regulation has been chosen to define the differential expression. After processing the data, visualization of differential expression was done using cummeRbund v2.14.0 (http://bioconductor.org/packages/release/bioc/html/cummeRbund.html).

The AgriGO analysis tool was used to carry out the GO-analysis (http://bioinfo.cau.edu.cn/agriGO/) (Tian et al., 2017) by using significantly differentially expressed genes between the tested conditions (Tian et al., 2017). The protein-network analysis was performed by using STRING (Szklarczyk et al., 2015). The complete *RNA*seq data is available at the GEO repository (GEO accession GSE242075).

### ChIP analyses

Nuclear proteins were extracted from 14 day-old seedlings on half MS medium. After quantification with the Bradford method, equal amounts of proteins were resolved by SDS-PAGE and then transferred to a polyvinylidene difluoride membrane (Bio-Rad) by the use of a Mini-Protean 3 Cell (Bio-Rad). Immunoblot analysis was performed by the use of 1 µg/mL primary polyclonal antibodies raised against GFP (Abcam AB290) and then with secondary antibodies conjugated to alkaline phosphatase. Antibody complexes were detected by chemiluminescence by the use of the Immun-Start AP Substrate kit (Bio-Rad). ChIP assays were performed by the usage of Anti-GFP antibody - ChIP Grade (Abcam) and RNA polymerase II (Santa Cruz) antibodies. Briefly, after plant material fixation in 1% (v/v) formaldehyde, the tissues were homogenized, and the nuclei were isolated and lysed. Cross-linked chromatin was sonicated by the use of a water bath Bioruptor UCD-200 (Diagenode; 15-s on/15-s off pulses, 15 times). The complexes were immunoprecipitated with antibodies overnight at 4°C with gentle shaking and incubated for 1 h at 4°C with 50 μL of Dynabeads Protein A (Invitrogen). Immunoprecipitated DNA was then recovered by the use of the IPure kit (Diagenode) and analyzed by qRT-PCR as described previously by (Volz et al., 2018). An aliquot of untreated sonicated chromatin was processed in parallel and used as the total input DNA control.

The transgenic lines carrying the *IDD4:GFP* construct under the control of the *UBI10* (At4g05320) promoter were used (Völz et al., 2019b). The retrieved binding patterns were normalized by comparison with data obtained from *pUBI10::GFP* expressing plants.

### Salt-stress tolerance assay

The 5d old seedlings with equivalent root length were transferred onto fresh media with ½ MS ± NaCl (Sigma) at the concentrations indicated in figures. The fresh weight of shoots and roots was measured on day 16 after transfer of seedlings. The measured shoots and roots were dried for 2d at 65°C and then used for determining the dry weight. For measuring the leaf area, the leaves of same developmental stage from the plants treated with or without 100mM NaCl for 16d were photographed with Axio Imager 2 (Zeiss) and the leaf area was measured using ImageJ. To determine pavement cell shape, the leaves were mounted on a double sided tape and the upper green tissues were scrapped off. The remaining lower epidermis was imaged using an Axio Imager Z2 microscope (Zeiss) equipped with DIC optics and EC Plan-Neofluar objective. The cell boundaries were traced manually to determine area and perimeter using Imagej. The circularity was calculated as 4π(area)/(perimeter)^2^. The experiment was repeated thrice with 6 plants in each replicate.

### Seed germination assay on salt plates

To quantify effect of salt on seed germination, seeds (grown in same condition and harvested at same time) were surface sterilized and stratified at 4°C for 2d. Then, seeds were plated on ½ MS with 1% agar, supplemented with various concentration of NaCl (as indicated in figure) and placed in plant growth chambers at 22°C with under 16h light: 8h dark photoperiod. The seeds with fully emerged radicle, as observed under a stereo microscope, were considered as germinated and the percentage of germination was scored after 5d of incubation. More than 100 seeds were measured in each replicate and the experiment was repeated thrice.

### Stomatal density and aperture measurement assay

The leaves of plants grown for 16d on ½ MS ± 100mM NaCl were used for the stomatal density and stomatal aperture quantification. The abaxial surface of leaves, after removing the midrib, was stuck on to a double sided tape, already attached to a microscopic glass slide. Then the upper green leaf tissue was scrapped off by scalpel and remaining lower epidermis was imaged using an Axio Imager Z2 microscope (Zeiss) equipped with DIC optics and EC Plan-Neofluar, 40x/0.75 objective for photographing stomatal apertures and 20x/0.75 objective for counting the stomata. For determining the stomatal aperture, the aperture width and total stomatal length of each stoma were manually measured using ImageJ and their ratios were analyzed statistically. A minimum of 30 stomata were measured from each leaf. To determine stomatal density, three random areas from the central region of leaf were photographed and number of stomata per unit area in the microscopic field were counted. The experiment was repeated thrice and samples were prepared from at least 3 leaves from each genotype per biological replicate.

### Measurement of Na^+^ and K^+^ contents

Fresh weight of shoots and roots were measured after 16d of ± 100mM NaCl treatment. The samples were then dried for 2d and digested for another 2d at 65°C by adding 2ml of freshly prepared 1% nitric acid (Sigma Aldrich). The concentrations of sodium and potassium ions in the samples were determined by using a flame photometer (model 425, Sherwood Scientific Ltd., UK).

### MAPK activation and IDD4-GFP immunoprecipitation assay

The *IDD4ox* seedlings grown for 15d on ½ MS agar plates were used for the assay. The seedlings were gently removed from agar plates and incubated in liquid ½ MS for at least 2 hours under the light in growth chamber. Thereafter, 1M NaCl was added to liquid media to reach the final concentration of 150mM. The samples were harvested and frozen in liquid nitrogen at 0, 15 and 30 minutes of salt treatment. Total proteins were extracted by resuspending the homogenized plant tissue in extraction buffer (150mM Tris-Cl pH 7.5, 150mM NaCl, 5mM EDTA, 2mM EGTA, 5% glycerol, 2% PVPP, 10mM DTT, 0.5mM PMSF, 10mM NaF, 10mM Na_2_MoO_4_, 1mM Na_3_VO_4_, 20mM β-glycerophosphate, 10mM SDS and protease inhibitor cocktail from Sigma). For MAP Kinase detection, the total proteins were resolved on 10% SDS-PAGE and analysed by western blot with anti-pTEpY antibody (Cell Signaling) and HRP conjugated anti-rabbit antibody (Sigma). For detection of phosphorylated version of IDD4-GFP the immunoprecipitation (IP) of IDD4-GFP protein was carried out using GFP-Trap agarose beads (ChromoTek). Equal amount of proteins were resolved on 10% SDS-PAGE, and analysed by western blot with anti-IDD4-pS73 antibodies (Abmart) and HRP conjugated anti-rabbit (Sigma). The antigen-antibody complex was detected by ECL Select™ Western Blotting Detection Reagent (GE Healthcare Amersham™) and the ChemiDoc MP imaging system (BioRad). As a loading control for IDD4-GFP protein gel, anti-GFP antibody and for MAP Kinase protein Ponceau S (Sigma-Aldrich) was used.

### Accession numbers

Sequence data for the genes described in this article can be found in TAIR under the following accession numbers: *IDD4* (AT2G02080) and *MPK6* (AT2G43790).

## Results

### *IDD4* coordinates plant growth and salt-stress tolerance in *Arabidopsis*

In order to understand the role of IDD4 in abiotic stress responses, we examined the *idd4* mutant, *IDD4* overexpressor *(IDD4ox)*, *IDD4* complementation lines (*idd4*/*IDD4::IDD4-YFP*), and WT plants on ½ MS agar plates supplemented with 100mM NaCl. After 16d of salt treatment, *idd4* plants displayed enhanced growth in both shoot and root systems, while *IDD4ox* were significantly more sensitive to salt treatment than *idd4* or WT plants (**Figure 1A**). The growth of the complementation line was indistinguishable from WT, indicating that the growth-promoting effect of *idd4* can be traced back to the T-DNA insertion in its open-reading frame.

**Figure 1:**
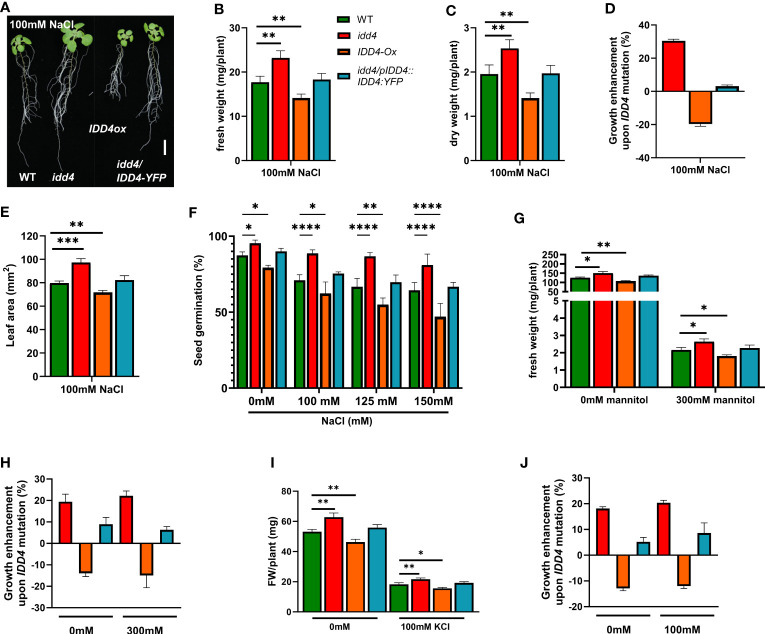
Enhanced salt tolerance of *Arabidopsis idd4* mutant plants. **(A)** Morphology of WT, *idd4*, *IDD4ox* and complementation lines 16d post 100mM salt-stress. Scale bar = 1 cm. **(B)** The fresh weight of plants 16d post 100mM salt treatment. Values represent ± SE (*n* ≥ 25). **(C)** The dry weight of plants 16d post 100mM salt treatment. Values represent average ± SE (*n* ≥ 25). **(D)** The effect of *IDD4* on the growth of *Arabidopsis* under ± 100mM salt-stress condition. **(E)** Leaf area of WT, *idd4*, *IDD4ox* and complementation lines from **(A)**. **(F)** Seed germination assay of WT, *idd4, IDD4ox*, and complementation lines in presence of different concentrations of NaCl. **(G–J)** The fresh weight and percentage in biomass of plants after 16d of ± 300mM mannitol **(G, H)** and ± 100mM KCl **(I, J)** treatment respectively. Values represent average ± SE, (*n* ≥ 300). Significant differences from WT under respective condition is indicated by *. Each bar in the graphs represents an average of three biological replicates ± SE; * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** p < 0.0001 [Student’s *t* test for **(B, C, E, G, H)**; Two way ANOVA with Dunnett’s multiple comparison for **(F)**].

The effect of salt was evaluated in more detail by measuring the fresh and dry weight of plants grown for 16d on ½ MS ± 100mM NaCl and under non-salt conditions. Without salt-treatment, the *idd4* mutant showed a slight increase in fresh and dry weight, whereas the growth of the *IDD4ox* lines were found slightly behind that of WT (**Supplementary Figures 1A–D**). However, salt-stress conditions strongly exacerbated the tendencies observed in *idd4* and I*DD4ox* under non-salt conditions. The *idd4* mutant plants showed strong growth, with an enhanced salt-stress compensation, while the overexpression of *IDD4* resulted in a dwarfed, salt sensitive plants, with strongly reduced in fresh and dry weight (**Figures 1B-D**). In order to verify whether the phenotype we observed is salt specific or is a general response to other stresses, we treated the *idd4*, *IDD4ox* on ½ MS plates supplemented with mannitol or KCl. Interestingly, unlike the salt treated plants, we did not observe a significant change in the growth enhancement of plants that were given either mannitol or KCl stress as compared to controlled plants (**Figures 1G-J**). These results suggest *IDD4* as a plant-growth regulator under salt-stress conditions.

To gain further insight into the possible role of *IDD4* in coordinating growth and stress tolerance in *Arabidopsis*, we measured the area of true leaves after 16d of salt-stress. When compared to WT, the leaf surface area in *idd4* plants was significantly increased, while that of *IDD4ox* showed a slight reduction (**Figure 1E**; **Supplementary Figures 1E, F**).

The increased leaf area might be one of the possible reasons that *idd4* have bigger plants and increased biomass. One of the factors that govern the final organ size is cell expansion. To analyze the extent to which the cell size contributes to enlarged leaves in *idd4*, we quantified the pavement cell (PC) shape parameters and observed significant differences between the area and circularity of PC in *idd4* mutants. The *idd4* mutant displayed an increase in PC area, while the mean PC circularity was decreased under salt as well as non-salt conditions (**Table 1**; **Supplementary Figure 1G**), showing the increase in cell shape complexity. The PC area and circularity in *IDD4ox* were similar to WT except for the slight decrease in cell area under non-salt conditions (**Table 1**). Circularity is a descriptor of cell shape complexity and a decrease in circularity indicates increased PC lobes. The reduction in mean circularity and increase in the area of *idd4* mutants could be due to an increase in the cell lobe number of PC, resulting in increased cell area and thereby the bigger leaves in these plants.

**Table 1:** Quantitative analysis of pavement cell shape phenotype of WT, *idd4* and *IDD4ox*.

	Area (µm^2^)		Circularity^#^	
Genotype	0mM NaCl	100mM NaCl	0mM NaCl	100mM NaCl
WT	3708.3 ± 151.6 (a)	2659.7 ± 118.4 (c)	0.28 ± 0.01 (a)	0.34 ± 0.01 (c)
*idd4*	5805.3 ± 297.3 (b)	3709.7 ± 142.1 (a)	0.20 ± 0.01 (b)	0.29 ± 0.01 (a)
*IDD4ox*	2643.2 ± 125.4 (c)	2519.6 ± 107.6 (c)	0.28 ± 0.01 (a)	0.39 ± 0.01 (d)

^#^Circularity is calculated as 4π(area)/(perimeter)^2^.

Values represent mean ± SE of three biological replicates. Different letters in parentheses denote significant difference as calculated using Two-Way ANOVA, Tukey’s HSD, p ≤ 0.05, n = 120 (non-salt samples) and 180 (salt samples).

To further elucidate the salt-stress response of *idd4 and IDD4ox* lines, we assessed the ability of these lines to germinate on media supplemented with different concentrations of salt. Under non-salt conditions, *idd4* seeds germinated at slightly higher (9%) and *IDD4ox* lines at significantly lower rates (8%) than WT (**Figure 1F**). Under increasing salt concentrations, these tendencies between the *idd4, IDD4ox*, and WT lines were strongly enhanced (**Figure 1F**). In contrast, no significant differences from WT were observed for the *IDD4* complementation line (**Figure 1F**). Taken together, these results suggest the role of *IDD4* in coordinating plant growth and salt-stress tolerance in *Arabidopsis*.

### IDD4 controls both stomatal density and opening in response to salt-stress

One of the key features of plants under short term salinity stress is the regulation of the stomatal opening, thereby preventing excessive water loss and efficiently coordinating water availability with growth (Munns and Tester, 2008). To evaluate whether the maintenance of growth of *idd4* plants under salt-stress is related to decreased water loss due to a reduction in stomatal transpiration, we decided to look into stomata of stressed and non-stressed plants. Under non-salt conditions, *idd4* showed decreased stomatal aperture when compared to WT (**Figures 2A, B**). In contrast, *IDD4ox* plants showed significantly more open pores. The stomatal pore size showed a significant reduction under the salt-stress, with *idd4* having predominately closed while *IDD4ox* significantly open stomata when compared to WT (**Figures 2A, B**).

**Figure 2:**
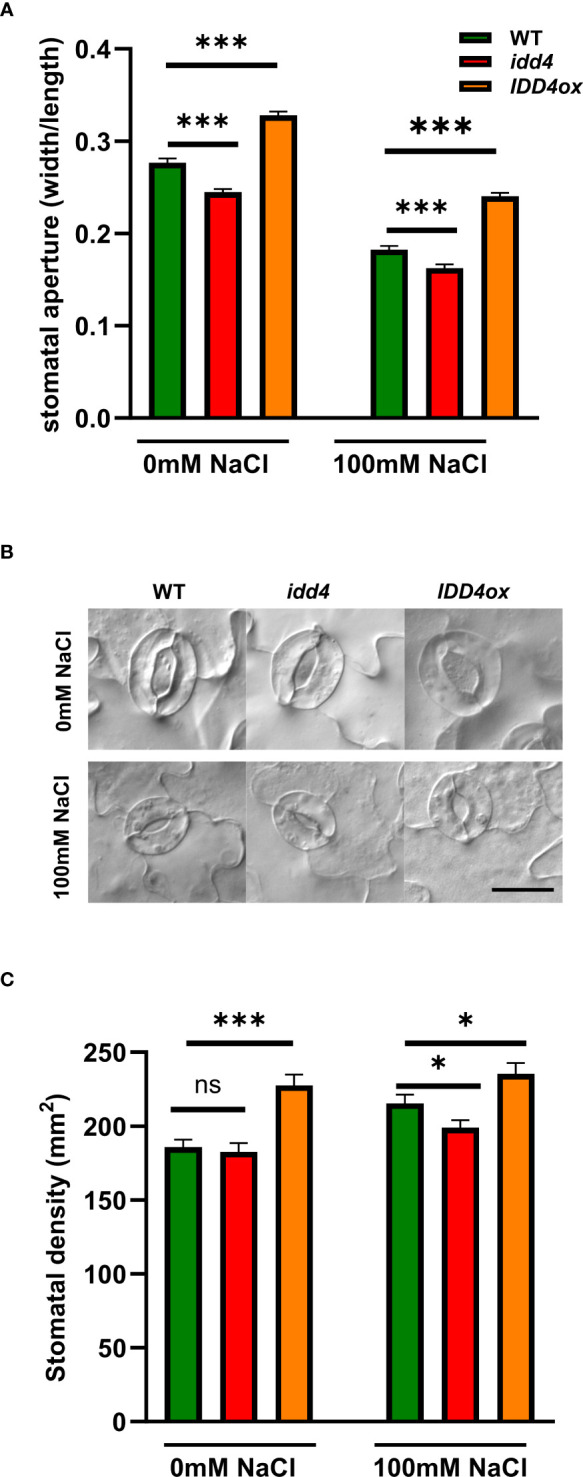
*IDD4* regulates stomatal patterning and aperture in response to salt-stress. **(A)** Size of stomatal aperture in WT, *idd4* and *IDD4ox* after 16d of ± 100mM salt treatment. Each bar represents an average of three biological replicates ± SE, *n* = 405. **(B)** Representative image of stomata of WT, *idd4* and *IDD4ox* after 16d of ± 100mM salt treatment. Scale bar = 20 μm. **(C)** Stomatal density in WT, *idd4* and *IDD4ox* after 16d of ± 100mM salt treatment. Each bar represents an average of three biological replicates ± SE, *n* = 20. * *p* ≤ 0.05, *** *p* ≤ 0.001 (Student’s t-test), *ns* = non significant.

Another level of plant adaptation to long term stress conditions is to adjust stomatal development to determine the number of stomata per leaf area, i.e. stomatal density. Under non-salt conditions, *idd4* did not show any differences in stomatal density when compared to WT (**Figure 2C**). In contrast, *IDD4ox* plants showed strongly increased levels of stomatal density. Under salt-stress, while stomatal density was decreased in *idd4*, *IDD4ox* plants showed increased numbers when compared to WT (**Figure 2C**), so that *IDD4ox* always had increased stomatal density and remained more open than WT or *idd4* which both showed the opposite tendencies (**Figure 2**). These results suggest that *IDD4* is involved in regulating stomatal density under salt stress conditions. In summary, these data indicate that *IDD4* plays an important role in regulating stomatal density and physiology in response to environmental signals such as salt-stress.

### *IDD4* controls shoot sodium and potassium ion contents under salt-stress

The salinity tolerance of *Arabidopsis* depends on the Na^+^/K^+^ ratio, especially by increasing K^+^ contents (Sun et al., 2015). To investigate whether the underlying salinity tolerance of *idd4* is conferred by changes in the Na^+^/K^+^ ratio, we measured the Na^+^ and K^+^ contents in shoots and roots of salt-treated and non-treated WT and *idd4* plants. Under non-saline conditions, there was no difference in the sodium and potassium ion contents of WT and *idd4* plants, and the Na^+^/K^+^ ratio remained similar in both shoots and roots (**Figures 3A, B**). However, under salt conditions, *idd4* plants not only accumulated fewer sodium ions in shoots but the amount of potassium ions was also found to be significantly higher in both shoots and roots (**Figure 3A**). These changes in ion contents were reflected in the lower Na^+^/K^+^ ratios of *idd4* in both shoots and roots (**Figure 3B**). These results suggest that *IDD4* influences salt-stress adaptation by regulating the Na^+ ^and K^+^ contents of *Arabidopsis* shoots and roots.

**Figure 3:**
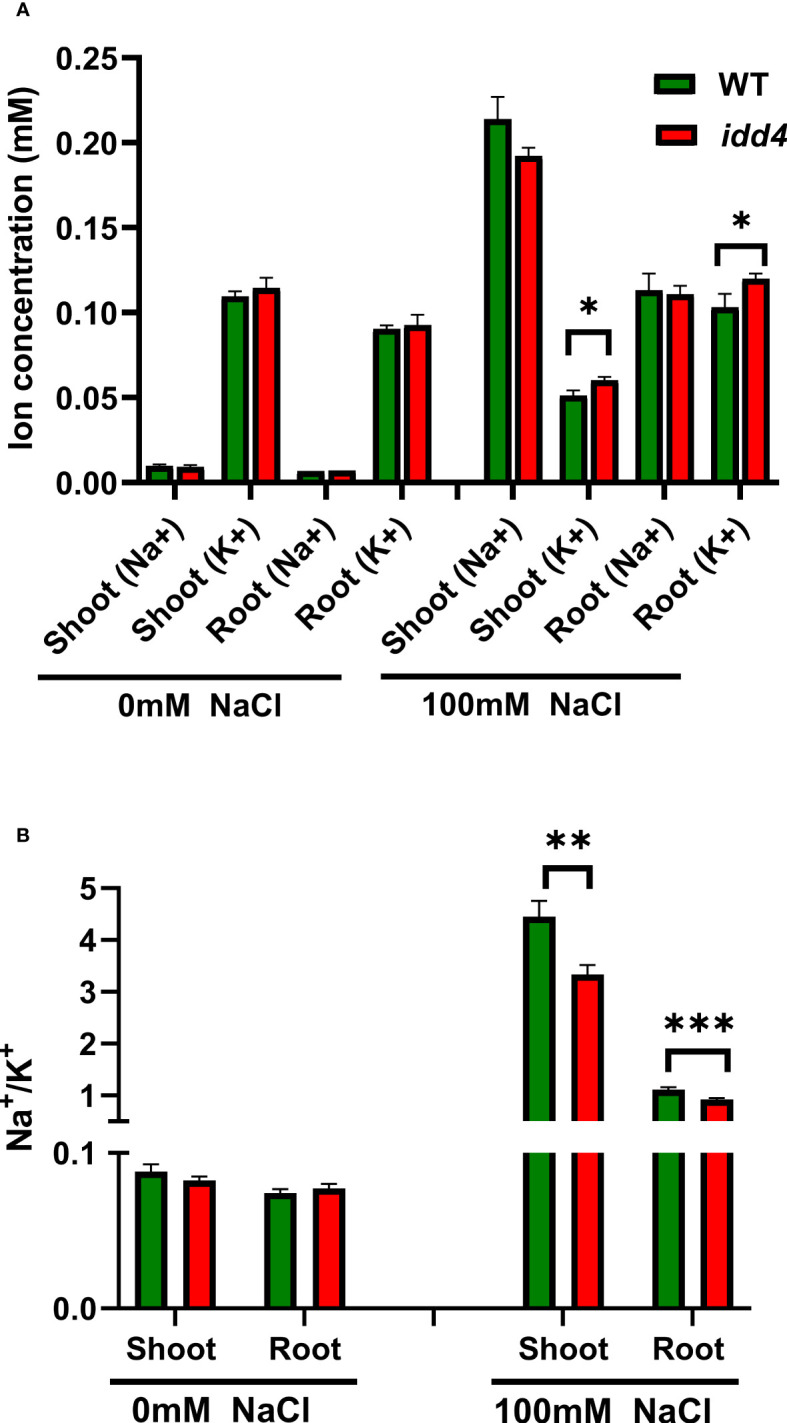
*IDD4* affects the Na^+^/K^+^ ratio under salt-stress conditions. **(A)** Na^+^ and K^+^ ion concentrations in WT and *idd4* treated with ± 100mM NaCl for 16d. Each bar represents an average of three biological replicates ± SE (*n* ≥ 25). **(B)** Na^+^/K^+^ ratios in shoot and root of WT and *idd4* from **(A)**. Values represent average ± SE. Significant differences from WT under respective condition is indicated by * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001 (Student’s *t* test).

### Salinity-induced phosphorylation of IDD4 by MPK6

In our previous study, we showed that the DNA-binding ability of IDD4 depends on its phosphorylation status and that IDD4 is specifically phosphorylated by MPK6 upon pathogen infection (Völz et al., 2019b). To investigate whether MPK6 and IDD4 respond to salt-stress, we examined their phosphorylation upon salt treatment in a time-dependent manner in GFP-tagged *IDD4ox* lines.

The activation of MAP kinases depends on the phosphorylation of the TEY motif in the activation loop that can be determined by Western blotting of total protein extracts with a pTEpY antibody. We found that the endogenous MAP kinases MPK6 and MPK3 were phosphorylated at the TEY motif and consequently activated at 15 and 30 min after salt treatment (**Figure 4B**). These findings are in accordance with previous results showing the salt-induced phosphorylation of MPK6 (Ichimura et al., 2000; Teige et al., 2004; Liu et al., 2015).

**Figure 4:**
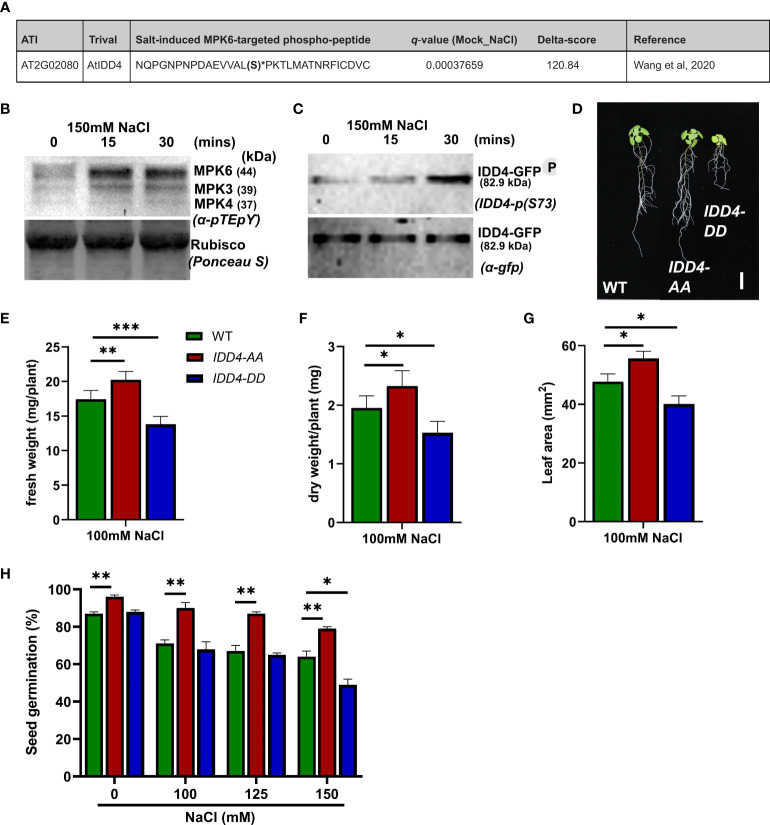
*Arabidopsis IDD4* phospho-dead and phospho-mimic mutants show opposite responses towards salt-stress. **(A)** IDD4 phospho-peptide identified as NaCl-induced heavy 18O-phosphorylation site from MPK6 *in vitro* kinase reaction (Wang et al., 2020). **(B)** Salt-induced MAP kinase activation in *IDD4ox* lines. **(C)** The phosphorylation of IDD4 in *IDD4ox* lines after salt treatment at various time points. **(D)** Morphology of WT, *IDD4-AA and IDD4-DD* lines after 16d of 100mM salt-stress. Scale bar = 1 cm. **(E)** The fresh weight of plants after 16d of 100mM salt treatment. Values represent average ± SE (*n* ≥ 25). **(F)** The dry weight of plants after 16d of 100mM salt treatment. Values represent average ± SE (*n* ≥ 25). **(G)** The leaf area of WT, *IDD4-AA and IDD4-DD* lines from **(C)**. **(H)** Seed germination assay of WT, *IDD4-AA and IDD4-DD* lines on ½MS ± various NaCl concentration. Values represent average ± SE, (*n* ≥ 300). Significant differences from WT under respective condition is indicated by *. Each bar in the graphs represents an average of three biological replicates ± SE; * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001 (Student’s *t* test).

In a recent phospho-proteomic study following salt-application, isotope-labeled phosphorylation of enriched *in-vivo* phosphorylated peptides (Wang et al., 2020) revealed IDD4 as the substrate of the activated MAP kinase MPK6 (**Figure 4A**). To evaluate the salt-induced S-73 IDD4 phosphorylation (Völz et al., 2019b), we generated an IDD4-pS73 antibody, which specifically detects the MPK6-targeted phosphorylation site of IDD4 (**Supplementary Figure 2**). Using a transgenic line expressing a GFP-tagged version of IDD4 (*IDD4ox* lines) (Völz et al., 2019b), we detected the IDD4 phosphorylation by Western blotting using the phospho-specific IDD4 antibody. We observed a strong increase in the signal intensity after 30 min following salt treatment (**Figure 4C**) thereby confirming the results of the phospho-proteomic study carried out previously (Wang et al., 2020). Western blotting with a GFP antibody confirmed that equal amounts of IDD4-GFP were immunoprecipitated from the crude protein extracts (**Figure 4C**). Altogether, our results indicate S-73 phosphorylation of IDD4 after salt-application and suggest MPK6-as an upstream regulator of salt-dependent IDD4 phosphorylation.

### Phosphorylation of IDD4 determines its ability to confer salt-stress tolerance

To unravel the biological role of IDD4 phosphorylation to salt-stress tolerance, we analyzed the contribution of phospho-dead and phospho-mimic versions of *IDD4* under saline conditions. We used transgenic lines that expressed alanine (A) or aspartate (D) substituted IDD4 corresponding to the previously identified MPK6-targeted phosphosites S-73 and T-130 (Völz et al., 2019b). As shown in **Figure 4D** and **Supplementary Figure 3A**, phospho-dead *IDD4-AA and* phospho-mimicking *IDD4-DD* lines showed different behavior to WT after 16 days on 100mM salt media. Whereas *IDD4-AA* plants showed increased, *IDD4-DD* showed decreased biomass in terms of fresh weight and dry weight, when compared to WT plants (**Figures 4E, F**; **Supplementary Figures 3B, C**). The changes in the shoot size of *IDD4* transgenic lines were also reflected in their leaf areas, where *IDD4-AA* showed increased and *IDD4-DD* decreased levels (**Figure 4G**; **Supplementary Figure 3D**). These results indicate that the phosphorylation status of IDD4 determines the adaptability of *Arabidopsis* to salt-stress. Finally, when the seed germination efficiency of these transgenic lines was determined under salt-stress, *IDD4-AA* showed improved germination rates than WT (**Figure 4H**). In contrast, at all salt concentrations, *IDD4-DD* displayed impaired germination rates when compared to WT or *IDD4-AA* plants (**Figure 4H**). These data show that *IDD4-AA* behaves similarly to *idd4* while *IDD4-DD* responds to salt-stress like the *IDD4ox* line. These outcomes revealed that IDD4’s mode of action depends on its phosphorylation status which is vital for plant salt-stress adaption.

### The knock-out of *IDD4 in mpk6* promotes plants growth under salinity stress

IDD4 interacts with and is a substrate for phosphorylation by MPK6 (Völz et al., 2019b). To gain further insight into the role of MPK6 and IDD4 in salinity stress, we generated the *mpk6/idd4* double mutant and analyzed the biomass and growth under mock and salinity stress.

We found, in accordance with the *idd4* and *mpk6-2* single mutants, that the *mpk6/idd4* double mutant was able to withstand salt stress better compared to WT, while no such effect was seen under non-salt conditions (**Figure 5A**).

**Figure 5:**
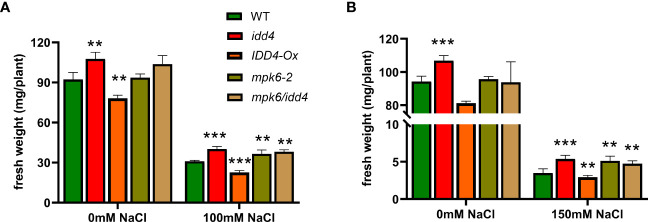
Phenotype of WT, *mpk6-2 and mpk6/idd4 double* mutants under salt-stress. **(A)** The fresh weight of plants after 16d of ±100mM salt treatment. **(B)** The fresh weight of plants after 16d of ±150mM salt treatment. Each bar in the graphs represents an average of three biological replicates ± SE, (*n* ≥ 18), ** *p* ≤ 0.01, *** *p* ≤ 0.001 (Student’s *t* test).

We further tested the lines under increased salt conditions (150mM NaCl), and found a similar trend of increased tolerance towards salinity in *idd4*, *mpk6-2* and *mpk6/idd4*, while *IDD4-Ox* proved to be hypersensitive towards salinity stress (**Figure 5B**).

These results unravel that IDD4 along with its upstream regulator MPK6 act as repressors of salt-stress adaption.

### *IDD4* acts as a repressor of salt-stress response

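RNA sequencing was carried out on WT and *idd4* seedlings of 14 days, kept without NaCl (mock) or with 100 mM NaCl after 5 days of growth. The deposited table holds 8 libraries, 2 in each of 4 groups, and genotype and treatment are taken from its labels. In the WT mock libraries 1 and 2, 9835493 and 10621311 fragments were recovered, and in the *idd4* mock libraries 10986543 and 13199512. Under NaCl, the WT libraries gave 10542342 and 9717450 fragments and the *idd4* libraries 5882615 and 13557480. The authors trimmed the reads with Trimmomatic 0.32, aligned them to TAIR10 with TopHat 2.1.1 and used Cufflinks 2.2.1 for gene structures. The deposited values are fragment counts per gene, multiplied by one factor per library that brings every total to between 10516146 and 10564612. They are not divided by transcript length, so a gene can be compared between libraries and not with another gene. How reads shared by near-identical genes were counted is not stated. From there, log2(value + 1) of the 21820 genes with a mean of at least 1 was modelled with limma, with Benjamini-Hochberg adjustment of two-sided p-values. Differences are on the log2 scale with the standard error (SE) of limma, and levels are means ± SD of scaled fragment counts, n = 2 libraries per group. Gene lists were tested with camera in limma, with a preset correlation between genes of 0.01 and again with a correlation estimated from the libraries. The latter test is weak at this number of libraries. In each comparison 0 of 25 lists passed it, also where the estimate was close to 0.01. A list that does not pass it is not shown to be unchanged. Scaling to equal totals left the median gene 0.25 higher under NaCl than in mock in both genotypes. Tests of single genes and printed responses to NaCl include that shift, unless given against the median gene or after another scaling. Camera compares a list with the other genes. With 2 libraries per group, both libraries of one group lie beyond both of the other in a given direction for 16.7% of genes by chance.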

In order to analyze how *IDD4* affects the transcriptome following salt-stress we performed *RNA*-seq analysis on 3 biological replicates of 14 day-old *idd4 and* WT seedlings without and after salt treatment (100mM NaCl). 

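Genes often used as references did not pass a test of genotype, with or without NaCl. *UBQ10* (AT4G05320), which encodes polyubiquitin, differed by -0.03 between *idd4* and WT without NaCl and by 0.28 (SE 0.25) under NaCl. *ACT2* (AT3G18780), an actin of vegetative tissue, differed by -0.11 and 0.37 (SE 0.22). The median over the list of reference genes was -0.11 without NaCl (adjusted p = 0.45, camera) and 0.03 under NaCl (adjusted p = 0.49, camera). Across all genes, the group means of WT and *idd4* correlated at r = 0.9946 without NaCl and at r = 0.9931 under NaCl. Replicate libraries of one group correlated at r = 0.9866 in WT mock, 0.9871 in *idd4* mock, 0.9782 in WT NaCl and 0.9785 in *idd4* NaCl. Mock and NaCl means, between which many genes changed, correlated at r = 0.9804 in WT and 0.9807 in *idd4*. Means of 2 libraries correlate more closely than single libraries, so the values for replicates cannot be set against those for means. Between single libraries, WT and *idd4* correlated at r = 0.9863 to 0.9912 in mock and 0.9736 to 0.9878 under NaCl. Single mock and NaCl libraries correlated at r = 0.9696 to 0.9732 in WT and 0.9646 to 0.9792 in *idd4*. Without NaCl, 0 genes passed an adjusted p under 0.05 between the genotypes with limma. An unadjusted p under 0.05 passes on average a share of 0.05 when no gene differs. At that threshold 274 genes passed, or 1.26% of those tested, 105 higher and 169 lower in libraries labelled *idd4*. These became 126 higher and 57 lower without WT mock 1, 137 and 447 without WT mock 2, and 166 and 136 after median-of-ratios scaling. edgeR on the recovered reads passed 0 genes, with 249 unadjusted, and DESeq2 passed 3, with 144 unadjusted. The genes behind a correlation share their libraries and are not independent replicates.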

A close to linear correlation coefficient of WT and *idd4* (0.988), WT and *idd4* (NaCl) (0.989), were obtained when taking into account the expression profiles for all transcripts. 

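*IDD4* (AT2G02080) transcript was more abundant in all 4 libraries labelled *idd4* than in the WT libraries of the same treatment. Without NaCl, its scaled fragment counts were 273.9 and 360.1 in WT and 476.8 and 435.8 in the libraries labelled *idd4*. Under NaCl, they were 414.2 and 427.8 in WT and 602.7 and 527.5 in the libraries labelled *idd4*. The difference was 0.54 (SE 0.19) without NaCl and 0.42 (SE 0.19) under NaCl, each at an adjusted p = 1. Leaving out any one library gave 0.34 to 0.73 without NaCl and 0.32 to 0.52 under NaCl. *IDD4* lies on chromosome 2 from 518079 to 521737 in TAIR10.1, and the table does not show where in the gene its reads fall. The neighbouring family member *IDD5* (AT2G02070), a regulator of starch metabolism, differed by 0.08 and 0.16 (SE 0.30). The 16 INDETERMINATE DOMAIN genes measured had a median of 0.21 without NaCl, with 14 higher (adjusted p = 0.00027, camera; adjusted p = 0.28 with an estimated correlation). Under NaCl their median was 0.22, with 12 higher (adjusted p = 0.0032, camera; adjusted p = 0.78 with an estimated correlation). The family's call ended without WT mock 1 in the first comparison and without WT NaCl 1 or *idd4* NaCl 2 in the second. Of 25 gene lists, 11 passed an adjusted p under 0.05 between the genotypes without NaCl and 9 under NaCl, and 0 and 0 with an estimated correlation. The paper places a T-DNA insertion within the open reading frame of *IDD4* in this line. In the paper, growth, germination and stomatal aperture set the *idd4* line opposite to the line overexpressing *IDD4*, the direction that its name implies. The paper also reports more transcript of *HB7*, *NAC072* (*RD26*) and *NAC019* in the overexpressing line and proposes that IDD4 acts as an activator. The paper takes those levels from earlier data and does not state that the plants were treated with salt. Here their means under NaCl were higher, not lower, in libraries labelled *idd4*, and none passed. For *NAC019* the higher mean rests on replicate 1. All 3 genes are members of cluster 3, which was chosen on these libraries, so their direction is not independent evidence. None of this settles which genotype each library holds, so every comparison is of libraries as labelled.

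**Figure D1:**
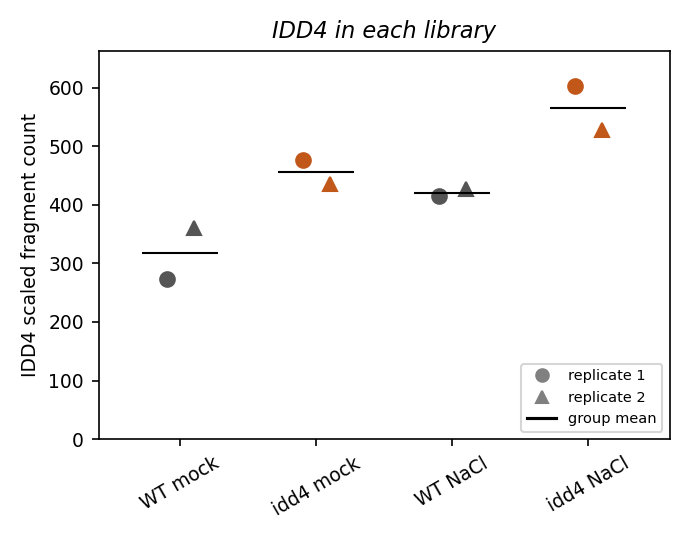
Scaled fragment counts of *IDD4* (y axis, from 0) in the 8 libraries, by genotype and treatment (x axis). Circles are replicate 1, triangles replicate 2 and lines group means; each library labelled *idd4* lies above both WT libraries of its treatment.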

The strict correlation with a value of almost 1 indicates that a loss-of-function of *IDD4* does not interfere with general gene expression but instead influences subsets of genes in particular biological processes. 

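Under NaCl, *LEA7* (AT1G52690), a late embryogenesis abundant protein, was higher in libraries labelled *idd4* (541.3 ± 206 against 160.1 ± 80.7 in WT, n = 2). The calcium-dependent kinase gene *CPK9* (AT3G20410) stood at 548.7 ± 196 against 261.1 ± 45.3. *MAF5* (AT5G65080), a MADS box gene of flowering time, stood at 55.68 ± 15.1 against 14.56 ± 0.632. In the other direction, *LpxC2* (AT1G24880), of lipid A synthesis, stood at 934.2 ± 89.3 against 1583 ± 68.6. The lipid transfer protein gene *LTP6* (AT3G08770) stood at 988.6 ± 229 against 1688 ± 223. These log2 differences were 1.79 (SE 0.53), 1.03 (SE 0.27), 1.84 (SE 0.49), -0.76 (SE 0.18) and -0.78 (SE 0.20), each at an adjusted p = 1. With limma, 0 genes passed an adjusted p under 0.05, and 532 passed an unadjusted p under 0.05, 155 higher and 377 lower in libraries labelled *idd4*. The 532 were 2.44% of the genes tested, a smaller share than the 0.05 such a threshold passes on average when no gene differs. After median-of-ratios scaling the unadjusted split was 254 higher and 278 lower, and it was 784 and 812 without *idd4* NaCl 2, 405 and 473 without WT NaCl 1, and 64 and 508 without *idd4* NaCl 1. edgeR and DESeq2 on the recovered reads each passed 0 genes, with 214 higher and 255 lower unadjusted in edgeR and 159 higher and 92 lower in DESeq2. Of the 248 genes in Supplementary Data 1, 247 were in the table, and all 247 had the listed direction in the group means. The listed direction held for 241 in the libraries of replicate 1 alone and for 220 in those of replicate 2 alone, and for 183 without *idd4* NaCl 1. Both libraries labelled *idd4* lay beyond both WT libraries for 135 of them, or 54.7% against 16.7% by chance. As the list was drawn from these libraries, that share is not independent evidence. *CHAT* (AT3G03480), of green leaf volatile synthesis, had 52 and 4.3 in WT and 235 and 39.6 in libraries labelled *idd4*, so it had the listed direction in both replicates although the groups overlap. *TCL2* (AT2G30424), a trichome repressor, had 18 and 31.5 in WT and 5.4 and 11.6. Simulated 4-fold changes were recovered for 77 of 100 genes at this sample size, and 2-fold changes for 8 of 100, with genes drawn independently and no replicate effect.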

At a stringency of *p*<0.05 in salt-treated *idd4* mutants, 248 differentially expressed genes (DEGs) (**Supplementary Data 1**) were identified that show a log_2_-fold change from 0.66 to 3.11 of positively regulated genes and from -2.11 to -0.63 of negatively regulated genes, among which 174 genes are up- and 74 genes are down-regulated.

Hierarchical clustering of significantly deregulated genes (*p*<0.05) in *idd4* before and after NaCl treatment, by using normalized FPKM values, revealed distinct differences in gene expression patterns in *idd4* after NaCl perception (**Figure 6A**; **Supplementary Data 2**).

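Under NaCl, most anthocyanin genes rose in both genotypes and were among the most increased of all genes. *LDOX* (AT4G22880), of anthocyanidin synthesis, went from 98.24 ± 28.5 to 3552 ± 1270 in WT and from 135.1 ± 35.1 to 3021 ± 879 in libraries labelled *idd4* (n = 2 each). The anthocyanin glycosyltransferase gene *UF3GT* (AT5G54060) went from 59.88 ± 3.09 to 1545 ± 495 and from 77.08 ± 42.5 to 1585 ± 299. The monoterpene synthase gene *TPS03* (AT4G16740) fell, from 299 ± 97.6 to 3.044 ± 2.77 and from 332.5 ± 51 to 10.42 ± 0.48. In WT these differences were 5.14 (adjusted p = 0.00058), 4.63 (adjusted p = 0.0011) and -6.37 (adjusted p = 0.0011). For libraries labelled *idd4* they were 4.47 (adjusted p = 0.0015), 4.45 (adjusted p = 0.0016) and -4.86 (adjusted p = 0.0034). The clock gene *CCA1* (AT2G46830) rose by 3.18 in WT (adjusted p = 0.0024) and by 1.53 in libraries labelled *idd4* (adjusted p = 0.037, lost without any of 6 of the libraries), with an interaction of -1.65 that did not pass (adjusted p = 1). Of the 13 clock genes, 3 rose in WT (*CCA1*, *PRR9* and *CDF1*) and 1 in libraries labelled *idd4*. The list's median was -0.05 in each genotype and did not pass (adjusted p = 0.98 and adjusted p = 0.47, camera). Whether mock and NaCl plates were harvested at the same time of day is not stated. In WT 404 genes rose and 120 fell, and in libraries labelled *idd4* 454 rose and 192 fell (limma, adjusted p under 0.05). After median-of-ratios scaling, which removes the shift of the median gene, the splits were 243 to 239 and 239 to 322. DESeq2 gave 478 to 616 and 498 to 672, a replicate block brought the totals to 1564 and 1728, and a fit without a variance trend to 84 and 104. With only the 4 libraries compared the total for libraries labelled *idd4* was 111. Leaving out WT mock 1, WT mock 2, WT NaCl 1, WT NaCl 2 or *idd4* mock 2 brought the total for WT from 524 to 59, 55, 172, 111 and 343. For libraries labelled *idd4* it went from 646 to 71 without *idd4* mock 1, 73 without *idd4* mock 2, 79 without *idd4* NaCl 1, 280 without WT mock 1 and 275 without WT mock 2. Of these genes, 261 rose and 76 fell in both genotypes, against 8.4 and 1.1 by chance, and 0 changed in opposite directions. The chance counts take the comparisons as independent, although both share each gene's variance estimate and the shift of the median gene. Each of the WT calls had the same sign in the libraries labelled *idd4*. For the interaction of genotype and salt, 0 genes passed with limma, edgeR or DESeq2. At an unadjusted p under 0.05, 203, 200 and 100 did, or 0.93%, 1% and 0.42% of those tested. These shares are also below the 0.05 that such a threshold passes on average when no gene differs.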

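As groups, anthocyanin, senescence and proline genes were higher under NaCl in both genotypes, and photosynthesis genes were lower. The 8 anthocyanin genes had a median of 4.42 in WT (adjusted p = 9.6e-10, camera; adjusted p = 0.099 with an estimated correlation). Of these, 6 passed over all genes and 7 adjusted over the list alone. Their median in libraries labelled *idd4* was also 4.42 (adjusted p = 6.1e-10, camera; adjusted p = 0.092 with an estimated correlation), with 6 and 8 passing. Of the 10 senescence and starvation genes, 4 rose in WT, with a list median of 1.65 (adjusted p = 0.0015, camera; adjusted p = 0.34 with an estimated correlation), and 6 adjusted over the list alone. Their median in libraries labelled *idd4* was 1.2 (adjusted p = 0.0036, camera; adjusted p = 0.39 with an estimated correlation), with 3 rising and 5 over the list alone. The 6 genes of proline metabolism had a median of 0.93 in each genotype (adjusted p = 0.00025 and adjusted p = 0.00026, camera). With an estimated correlation these gave adjusted p = 0.31 and adjusted p = 0.29. *P5CS1* (AT2G39800), of proline synthesis, rose by 2.64 in WT (adjusted p = 0.0013) and by 2.20 in libraries labelled *idd4* (adjusted p = 0.0034). Of 20 photosynthesis genes 17 were lower in WT, at a median of -0.76, or -1.01 against the median gene (adjusted p = 6.6e-10, camera; adjusted p = 0.43 with an estimated correlation). In WT 0 passed over all genes and 3 adjusted over the list alone, and quantile normalization ended the list's call at a median of -0.34. In libraries labelled *idd4* all 20 were lower, at a median of -1.05 (adjusted p = 3.3e-16, camera; adjusted p = 0.35 with an estimated correlation), with 2 passing and 14 over the list alone.

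**Figure D2:**
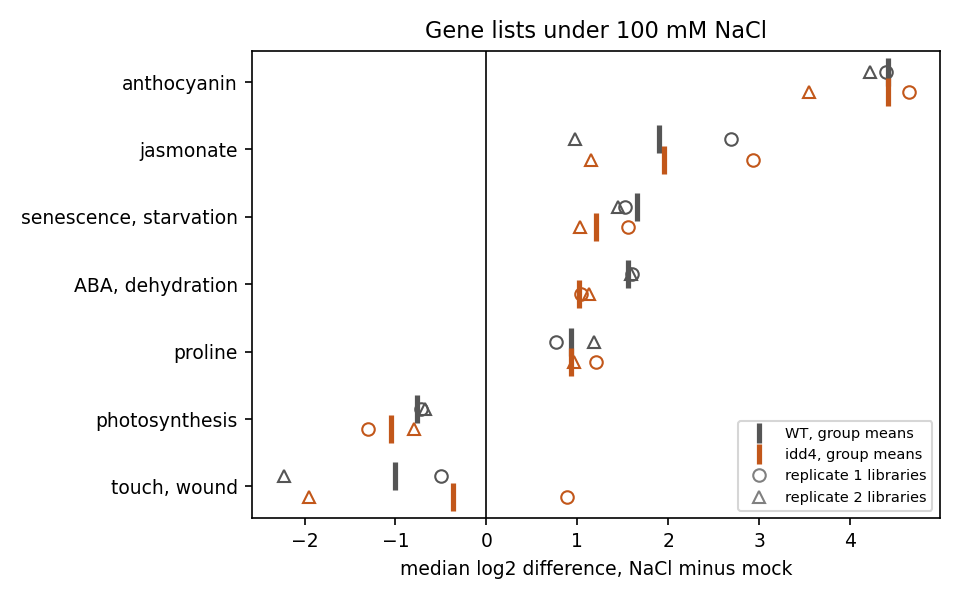
Median log2 difference of NaCl minus mock (x axis) for 7 gene lists (y axis), WT in grey and libraries labelled *idd4* in orange. Vertical bars are group means, open circles replicate 1 and open triangles replicate 2; the anthocyanin list is highest in both genotypes, and replicates are furthest apart for the touch and wound list.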

**Figure 6:**
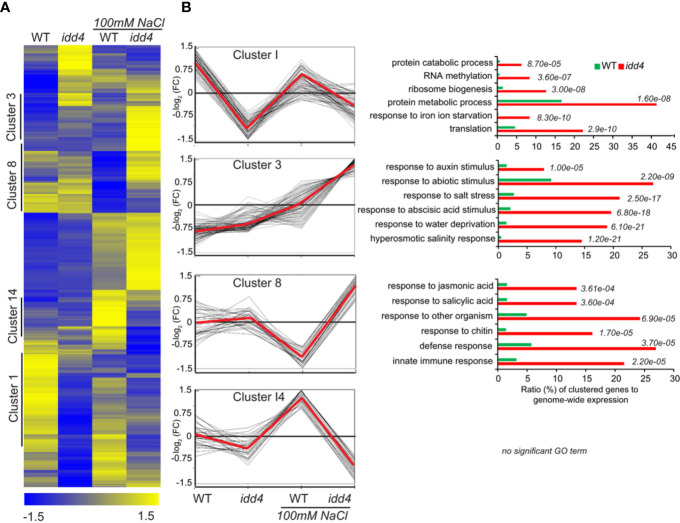
Differential expression of Arabidopsis *idd4* mutant plants in response to salt-stress **(A)** Hierarchical clustering of WT and *idd4* transcriptome with and without salt treatment. The original FPKM values were adjusted by normalized genes/rows and subsequently processed by hierarchical clustering using average linkage method using MeV4.0. Blue and yellow color indicates relatively low and high expression levels, respectively. For the complete gene list see **Supplementary Data 1**. **(B)** Centroid graph (red) and individual expression graphs of differentially regulated genes dedicated to clusters 1, 3, 8, and 14. Besides the graph chats, gene ontology annotations are presented for cluster 1, 3 and 8. GO terms were determined by using the agriGo database (TAIR10).

To categorize DEGs into functional modules, gene ontology (GO) enrichments were determined using AgriGO platform (Tian et al., 2017) (TAIR10). The oppositely regulated genes between WT and *idd4* without salt-stress and after salt-perception are shown in Cluster I (**Figure 6B**; **Supplementary Data 2**). 

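The 93 tested genes of cluster 1 were lower in libraries labelled *idd4* than in WT, with and without NaCl. Their median difference was -0.76 without NaCl, with 93 of 93 lower, and -0.41 under NaCl, with 91 of 93 lower. In replicate 1 the median was -1.13 without NaCl and -0.20 under NaCl, in replicate 2 -0.54 and -0.60, and under NaCl -0.64 to -0.19 without single libraries. Between mock and NaCl the median was -0.10 in WT, with 64 lower, and 0.32 in libraries labelled *idd4*, with 83 higher. In WT it turned from -0.61 in replicate 1 to 0.45 in replicate 2. The 0.32 is close to the 0.25 by which the median gene stood higher under NaCl. Iron deficiency genes made up 11 of its members, among them *IMA1* (AT1G47400), which encodes an iron uptake peptide. *IMA1* stood at 229.8 ± 63.2 in WT mock and 34.06 ± 33.2 in *idd4* mock, and at 205.5 ± 119 and 105.9 ± 60.9 under NaCl (n = 2 each). *BTS* (AT3G18290), an E3 ligase that acts on iron regulators, stood at 2832 ± 368 and 1400 ± 475 in mock and at 2247 ± 396 and 2198 ± 305 under NaCl. The bHLH transcription factor gene *BHLH100* (AT2G41240) stood at 376.1 ± 229 and 55.81 ± 27.4 in mock and at 146.8 ± 106 and 112.1 ± 69.7 under NaCl. Without NaCl these genes differed by -3.12 (SE 0.73), -1.05 (SE 0.26) and -2.67 (SE 0.66), each at an adjusted p = 1. *IMA1* has a close paralog, *IMA2*, and how reads common to both were assigned is not known. Of the 24 iron deficiency genes 23 were lower without NaCl, at a median of -1.12 (adjusted p = 3.8e-19, camera; adjusted p = 0.28 with an estimated correlation), with 6 passing adjusted over the list alone and 0 over all genes. The median was -1.28 in the libraries of replicate 1, -0.78 in those of replicate 2 and -0.72 without *idd4* mock 1. Under NaCl it was -0.18 (adjusted p = 0.32, camera), and without single libraries between -1.11 without WT NaCl 1 and 0.28 without WT NaCl 2, called in opposite directions. The interaction median was 0.97, positive for 22 of 24 (adjusted p = 2.2e-08, camera; adjusted p = 0.93 with an estimated correlation), and its call ended without WT NaCl 1 or *idd4* NaCl 2. No gene of the cluster passed for genotype or interaction over all genes (limma), and 43 had an unadjusted p under 0.05 without NaCl and 4 under NaCl. The cluster was chosen on these libraries, so its direction is not independent evidence, nor is that of its 11 iron deficiency genes.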

Cluster I was further sub-grouped into gene functions related to protein catabolism and metabolism and thus, might influence the rates of protein turnover. 

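Transcripts of ribosomal proteins were lower in libraries labelled *idd4* than in WT with and without NaCl, and those of proteasome subunits were lower without NaCl. *RPL28A* (AT2G19730), of the large ribosomal subunit, stood at 1172 ± 238 in WT and 782.6 ± 64.7 in *idd4* without NaCl (n = 2 each). Under NaCl it stood at 1148 ± 151 and 832.9 ± 102. *RPS18A* (AT1G22780), of the small subunit, stood at 366.6 ± 62.7 and 263.5 ± 11.8 without NaCl and at 372.3 ± 34 and 272.3 ± 2.08 under NaCl. *PBF1* (AT3G60820), of the proteasome core, stood at 258.9 ± 65.1 and 152.5 ± 46.1 without NaCl and at 254.8 ± 77.3 and 199.6 ± 47.5 under NaCl. *PBF1* and the core subunits *PAB1* and *PBB1* are members of cluster 1, as is *RPL28A*. The 21 cytosolic ribosomal proteins of the list were all lower without NaCl, at a median of -0.39 (adjusted p = 8e-12, camera; adjusted p = 0.28 with an estimated correlation). Under NaCl 18 were lower, at a median of -0.16 (adjusted p = 0.012, camera; adjusted p = 0.78 with an estimated correlation). That median was -0.40 in replicate 1 and 0.04 in replicate 2, and the call ended without a variance trend and without WT NaCl 1, WT NaCl 2 or *idd4* NaCl 1. Over the 291 genes annotated as ribosomal proteins, 266 were lower without NaCl at a median of -0.27 (adjusted p = 2.3e-22, camera; adjusted p = 0.28 with an estimated correlation). Under NaCl 253 were lower at -0.26 (adjusted p = 3.2e-13, camera; adjusted p = 0.78 with an estimated correlation), and -0.15 without *idd4* NaCl 1, which ended the call. Without WT mock 1, the medians in mock were -0.11 for the list and -0.07 for the annotated genes, the latter also -0.46 without WT mock 2. Of the 23 proteasome subunits 21 were lower without NaCl at a median of -0.21 (adjusted p = 0.00056, camera; adjusted p = 0.47 with an estimated correlation), a call that ended without WT mock 1 or *idd4* mock 2. Under NaCl their median was -0.18 (adjusted p = 0.23, camera), at 0.11 in replicate 1 and -0.45 in replicate 2, and called without WT NaCl 1 (-0.28). For the 29 genes annotated as proteasome the medians were -0.13 without NaCl (adjusted p = 0.0021, camera; adjusted p = 0.47 with an estimated correlation) and -0.15 under NaCl (adjusted p = 0.21, camera). The former call ended without WT mock 1 or *idd4* mock 2, and the latter list was called without WT NaCl 1 (-0.30). In none of these lists did a gene pass for genotype over all genes or adjusted over the list alone (limma).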

Genes in cluster 8 are up-regulated in *idd4* after salt-stress but down-regulated in WT. These genes are categorized in functional GO terms for the response to jasmonic and salicylic acid and contribute to immune reactions and defense adaptation. 

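All 37 genes of cluster 8 were higher under NaCl in libraries labelled *idd4* than in WT, at a median of 0.84. From mock to NaCl all 37 were lower in WT, at a median of -0.45, and 35 were higher in libraries labelled *idd4*, at a median of 0.38. The E3 ubiquitin ligase genes *PUB22* (AT3G52450) and *PUB23* (AT2G35930), of drought and immune signalling, stood at 353.6 ± 261 and 528 ± 271 in *idd4* and at 180.5 ± 43.3 and 293.7 ± 2.23 in WT under NaCl (n = 2 each). *HSFA6B* (AT3G22830), a heat shock factor, stood at 158.3 ± 93.3 against 67.18 ± 0.197. *DIN1* (AT4G35770), a gene of dark-induced senescence, stood at 149.4 ± 116 against 43.26 ± 16.6. Their differences were 0.76 (SE 0.46), 0.74 (SE 0.36), 1.09 (SE 0.41) and 1.56 (SE 0.57), each at an adjusted p = 1. Without NaCl the cluster's median was 0.07, with 22 genes higher, and all 37 had a positive interaction, at a median of 0.83. No member passed for salt, genotype or interaction over all genes (limma), and 18 had an unadjusted p under 0.05 between the genotypes under NaCl. Against the median gene, which stood 0.25 higher under NaCl, the change in libraries labelled *idd4* was smaller. Not read against that gene, it was 0.76 in replicate 1 and 0.01 in replicate 2. In WT the change was -0.09 in replicate 1, with 12 of 37 higher, and -0.75 in replicate 2, with 0 higher. The median under NaCl was 1.58 without *idd4* NaCl 2, 0.42 without *idd4* NaCl 1, 1.16 without WT NaCl 1 and 0.71 without WT NaCl 2. As the cluster was chosen on these libraries, its profile is not independent evidence.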

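Most jasmonate genes were higher under NaCl than in mock in both genotypes. *AOC1* (AT3G25760), of jasmonate synthesis, went from 216.8 ± 11.2 to 1763 ± 209 in WT and from 256.3 ± 12 to 2086 ± 667 in libraries labelled *idd4* (n = 2 each). Its change was 3.01 (adjusted p = 0.001) and 2.98 (adjusted p = 0.0015), and how reads common to its near-identical copies were assigned is not known. *CORI3* (AT4G23600), a jasmonate-induced aminotransferase, rose by 2.79 (adjusted p = 0.0056) and 3.56 (adjusted p = 0.0027). The salicylate marker *PR5* (AT1G75040) fell by 1.52 in WT (adjusted p = 0.034) and by 2.40 in libraries labelled *idd4* (adjusted p = 0.0072). *PR2* (AT3G57260), a glucanase gene of the same response, rose by 5.23 in WT (adjusted p = 0.022), and its 3.39 in libraries labelled *idd4* did not pass (adjusted p = 0.077; interaction not passed, adjusted p = 1). The 23 jasmonate genes had a median of 1.90 in WT (adjusted p = 9.8e-06, camera; adjusted p = 0.58 with an estimated correlation), with 7 rising and 1 falling, and 12 and 1 over the list alone. For libraries labelled *idd4* it was 1.95 (adjusted p = 9e-08, camera; adjusted p = 0.57 with an estimated correlation), with 7 rising, and 14 over the list alone. The median was 1.01 in WT without WT NaCl 1 and 1.14 in *idd4* without *idd4* NaCl 1. Between the genotypes under NaCl, *CORI3* stood at 13010 ± 6680 in *idd4* and 6443 ± 48.8 in WT, and *JAZ1* (AT1G19180), a jasmonate repressor, at 1507 ± 1430 and 819.6 ± 632. Neither passed over all genes (adjusted p = 1, limma), and both are members of cluster 3, not of cluster 8. Of the 23 jasmonate genes 19 were higher in *idd4* under NaCl at a median of 0.27 (adjusted p = 0.0032, camera; adjusted p = 0.78 with an estimated correlation). That median went from -0.48 to 1.2 when single libraries were left out, and the call ended without *idd4* NaCl 1 or WT NaCl 2. Of the 23 salicylate and immune genes 17 were higher at a median of 0.20 (adjusted p = 0.028, camera; adjusted p = 0.78 with an estimated correlation), from -0.22 to 0.82 without single libraries, with the call ending without the same ones, under median-of-ratios scaling and without a variance trend. Without NaCl the medians were -0.15 for jasmonate, with a test direction of higher (adjusted p = 0.45, camera), and -0.11 for salicylate (adjusted p = 0.8, camera). From mock to NaCl, the salicylate list had a median of -0.31 and a mean of 0 in WT, below the median gene (adjusted p = 0.0012, camera; adjusted p = 0.58 with an estimated correlation), and its call ended without WT NaCl 2. In libraries labelled *idd4* its median was 0.02 (adjusted p = 0.23, camera), and it was called without *idd4* mock 1 (-0.14) or *idd4* NaCl 1 (-0.21). Its interaction of 0.54 (adjusted p = 0.056, camera) was called with a replicate block, under quantile normalization (0.56), with nuclear genes rescaled (0.41), at a minimum mean of 5 or 10 and without WT NaCl 1, *idd4* mock 2 or *idd4* NaCl 2. Jasmonate genes were higher in replicate 1 than in replicate 2 by a median of 1.52 in WT NaCl and 1.75 in *idd4* NaCl.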

Interestingly, DEGs in cluster 3 revealed gene functions that can be grouped in GO terms for response to abiotic and ABA stimulus, salt-stress, and hyperosmotic response, as well as response to water deprivation. These DEGs are up-regulated in *idd4* after salt-exposure compared to WT, suggesting that IDD4 is genetically linked to the repression of abiotic/salt-response factors. 

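Most genes of the response to ABA and water deprivation were higher under NaCl than in mock in both genotypes. *KIN1* (AT5G15960), a cold- and ABA-induced gene, went from 101 ± 2.08 to 1184 ± 504 in WT and from 187.5 ± 7.37 to 892.4 ± 410 in libraries labelled *idd4* (n = 2 each). It rose by 3.47 (adjusted p = 0.0031) and by 2.17 (adjusted p = 0.019), the latter call ending without *idd4* mock 1 or *idd4* mock 2. *HB7* (AT2G46680), a homeobox gene induced by ABA and drought, went from 405.8 ± 5.64 to 1769 ± 705 and from 718.5 ± 248 to 2480 ± 877. *RD29A* (AT5G52310), a desiccation marker, went from 5351 ± 1270 to 13980 ± 8930 in WT, which did not pass (adjusted p = 0.15). The lipid transfer protein gene *LTP3* (AT5G59320) rose by 4.34 in WT (adjusted p = 0.011) and by 3.22 in libraries labelled *idd4* (adjusted p = 0.03). The phosphatase gene *HAI2* (AT1G07430), of ABA signalling, rose by 3.77 in WT (adjusted p = 0.021), and its 1.93 in libraries labelled *idd4* did not pass (adjusted p = 0.13; interaction adjusted p = 1). *HB7*, *RD29A* and *LTP3* are among the 17 genes of the ABA and dehydration list in cluster 3. Of the 38 genes on that list 35 were higher under NaCl in WT at a median of 1.56, or 1.31 against the median gene (adjusted p = 6.6e-10, camera; adjusted p = 0.34 with an estimated correlation). Over all genes 7 of them rose, and adjusted over the list alone 33 rose and 1 fell. In libraries labelled *idd4* 35 were higher at a median of 1.02, or 0.77 against the median gene (adjusted p = 4.7e-05, camera; adjusted p = 0.61 with an estimated correlation), with 4 rising over all genes and 11 over the list alone. Without single libraries that median was between 0.64 and 1.47, the lowest without *idd4* mock 2. Of the 134 tested genes of cluster 3, 129 were higher under NaCl in WT, at a median of 1.56, with 28 rising over all genes and 78 over the cluster alone. In libraries labelled *idd4* all 134 were higher, at a median of 1.66, with 34 rising and 84 over the cluster alone.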

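Genes of cluster 3 were higher in libraries labelled *idd4* than in WT both under NaCl and without it. *RD29B* (AT5G52300), an ABA-responsive desiccation gene, stood at 133.1 and 171.6 in the WT NaCl libraries and at 1693.4 and 363.8 in the *idd4* NaCl libraries. Without NaCl it stood at 28.9 and 30.8 in WT and at 827.9 and 110.3 in *idd4*. The dehydrin gene *RAB18* (AT5G66400) stood at 1254 ± 824 in WT and 3258 ± 1740 in *idd4* under NaCl (n = 2 each). Under NaCl the difference was 2.37 (SE 0.88) for *RD29B*, 1.44 (SE 0.79) for *RAB18*, 0.57 for *RD29A* (AT5G52310) and 0.50 for *HB7* (AT2G46680), each at an adjusted p = 1. Without single libraries, that of *RD29B* was between 1.26 and 3.48. Of the 134 tested genes of the cluster 133 were higher in *idd4* under NaCl, at a median of 0.75, and 30 had an unadjusted p under 0.05. Replicate 1 gave a median of 1.1 with 130 higher, and replicate 2 a median of 0.30 with 95 higher. The median was 0.17 without *idd4* NaCl 1, 1.45 without *idd4* NaCl 2, 0.96 without WT NaCl 1 and 0.54 without WT NaCl 2. Without NaCl 108 were higher at a median of 0.48, and 76 of the 134 had a positive interaction, at a median of 0.27. No gene of the cluster passed for genotype or interaction, over all genes or over the cluster alone (limma). *IDD4* is itself a member of the cluster. Since the cluster was chosen on these libraries, its direction is not independent evidence, nor is that of its 17 ABA and dehydration genes. Of the 38 genes on the ABA and dehydration list 29 were higher in *idd4* under NaCl at a median of 0.31 (adjusted p = 1.4e-06, camera; adjusted p = 0.78 with an estimated correlation). That median was 0.79 in replicate 1 and -0.07 in replicate 2, and its call ended without WT NaCl 1 or *idd4* NaCl 1.

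**Figure D3:**
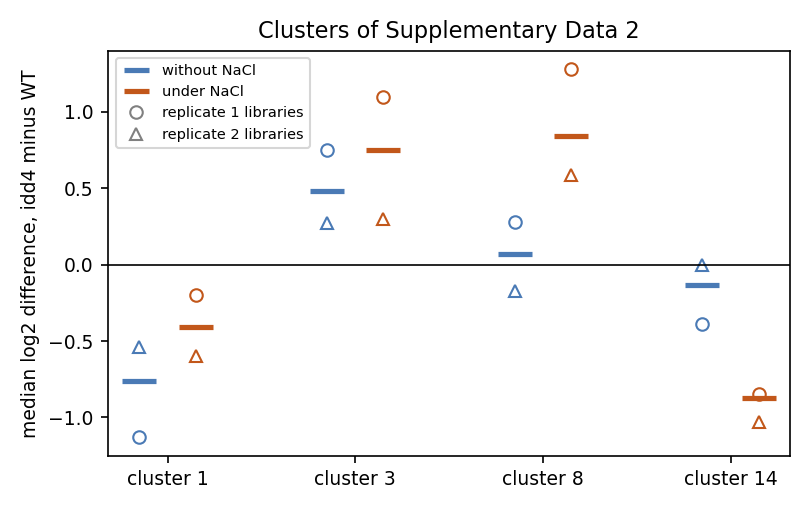
Median log2 difference of libraries labelled *idd4* minus WT (y axis) for clusters 1, 3, 8 and 14 (x axis), without NaCl in blue and under NaCl in orange. Horizontal bars are group means, open circles replicate 1 and open triangles replicate 2; cluster 3 is above 0 with and without NaCl.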

Notably, genes in cluster 3 are dedicated to response to auxin-stimulus and might contribute to the processes that promote growth and development following salt-stress. 

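Auxin-responsive genes were no different in direction between libraries labelled *idd4* and WT under NaCl, with 13 of 27 higher and 14 lower. Their median difference was -0.01 (adjusted p = 0.73, camera), and none of them is a member of clusters 1, 3, 8 or 14. These 27 are not the GO set behind the paper's statement, which was not tested. *SAUR20* (AT5G18020), a small auxin up RNA gene of cell expansion, had 40 and 36.9 in WT and 5.4 and 34.1 in *idd4* under NaCl, so that its -1.40 (SE 0.67) rests on one library. It belongs to a tandem group of near-identical copies, among which its reads cannot be placed with certainty. *IAA19* (AT3G15540), an auxin-induced repressor, differed by 0.67, and *GH3.3* (AT2G23170), which conjugates auxin, by -0.10. Under NaCl against mock, *GH3.3* stood 2.09 higher in WT (adjusted p = 0.056) and 1.60 higher in *idd4* (adjusted p = 0.11). *IAA19* stood at -2.39 in WT (adjusted p = 0.069) and -1.46 in *idd4* (adjusted p = 0.2), and over the list alone these genes passed in WT, one in each direction. Without NaCl 20 of the 27 were higher in *idd4* at a median of 0.14 (adjusted p = 0.0044, camera; adjusted p = 0.28 with an estimated correlation), a call that ended without WT mock 1, and it was 0.06 without *idd4* mock 1 and 0.41 without *idd4* mock 2. Under NaCl against mock the median was -0.26 in *idd4* (adjusted p = 0.00071, camera; adjusted p = 0.28 with an estimated correlation), with 0 genes passing over all genes or over the list alone, and -0.03 without *idd4* mock 1. In WT it was -0.10 (adjusted p = 0.018, camera; adjusted p = 0.34 with an estimated correlation), and the call ended under median-of-ratios scaling (-0.34), quantile normalization (-0.43), with nuclear genes rescaled (0.16), at a minimum mean of 10 (0.17) and without WT mock 2 (0.04). The interaction median was -0.24 (adjusted p = 0.21, camera), called with nuclear genes rescaled, at a minimum mean of 10 (-0.28) and without WT mock 2 (-0.31) or *idd4* NaCl 2.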

The comparative transcriptomic approach revealed the up-regulation of genes in *idd4* that are involved in the regulation of salt-stress adaptation, thereby suggesting *IDD4* as a repressor of salt-stress response.

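Genes of the ABA and dehydration response were higher in libraries labelled *idd4* than in WT already without NaCl. *RAB18* (AT5G66400) stood at 232.6 ± 17.2 in WT mock and 2311 ± 2420 in *idd4* mock, and *LEA7* (AT1G52690) at 35.76 ± 12.7 and 259.5 ± 170 (n = 2 each). *DAA1* (AT1G64110), an ATPase gene named as a target of the pollen factor DUO1, stood at 7.724 ± 0.33 and 36.86 ± 10.3, and *NAP* (AT1G69490), a NAC factor of senescence, differed by 2.49 (SE 0.52). The differences of *RAB18*, *LEA7* and *DAA1* were 2.74 (SE 0.79), 2.70 (SE 0.53) and 2.09 (SE 0.38), each at an adjusted p = 1, as for *NAP*. *DAA1* rose under NaCl in both genotypes, by 4.39 in WT (adjusted p = 0.0015) and by 2.52 in *idd4* (adjusted p = 0.016). Of the 38 genes on the list 37 were higher without NaCl at a median of 0.77 (adjusted p = 2.5e-31, camera; adjusted p = 0.28 with an estimated correlation), with 0 passing over all genes and 1 over the list alone. That median was 1.08 in replicate 1 and 0.39 in replicate 2, and the lowest without a single library was 0.45, without *idd4* mock 1, with the call kept each time. The response of the list to NaCl was smaller in *idd4* than in WT, with an interaction median of -0.53 and 33 of 38 negative (adjusted p = 7.9e-05, camera; adjusted p = 0.93 with an estimated correlation). Without single libraries the interaction was between -0.80 and 0.08, and its call ended without WT mock 1, *idd4* mock 1, WT NaCl 2 or *idd4* NaCl 2. The *IDD4* transcript was itself higher in the libraries labelled *idd4*, and genotypes are as labelled. From the higher level of salt-response genes in *idd4* after salt exposure, the paper proposes that IDD4 represses them and, with them, the response to salt-stress.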

### Primary target genes of IDD4 contribute to the salt-stress response

To unravel the molecular network of IDD4 that coordinates salt-stress responses, we pursued to identify direct IDD4 target genes. We thus analyzed the genomic regions which are *in vivo* targeted by IDD4. By exploiting chromatin-immune precipitation studies followed by deep-sequencing on the Illumina-high sequencing platform (ChIP-SEQ) (Völz et al., 2019b), we identified primary downstream targets of IDD4 that were enriched in GO terms for ‘response to salt and osmotic stress’, ‘ABA and abiotic stimulus’, thereby demonstrating salinity-associated target genes of IDD4 (**Figures 7A, B**).

**Figure 7:**
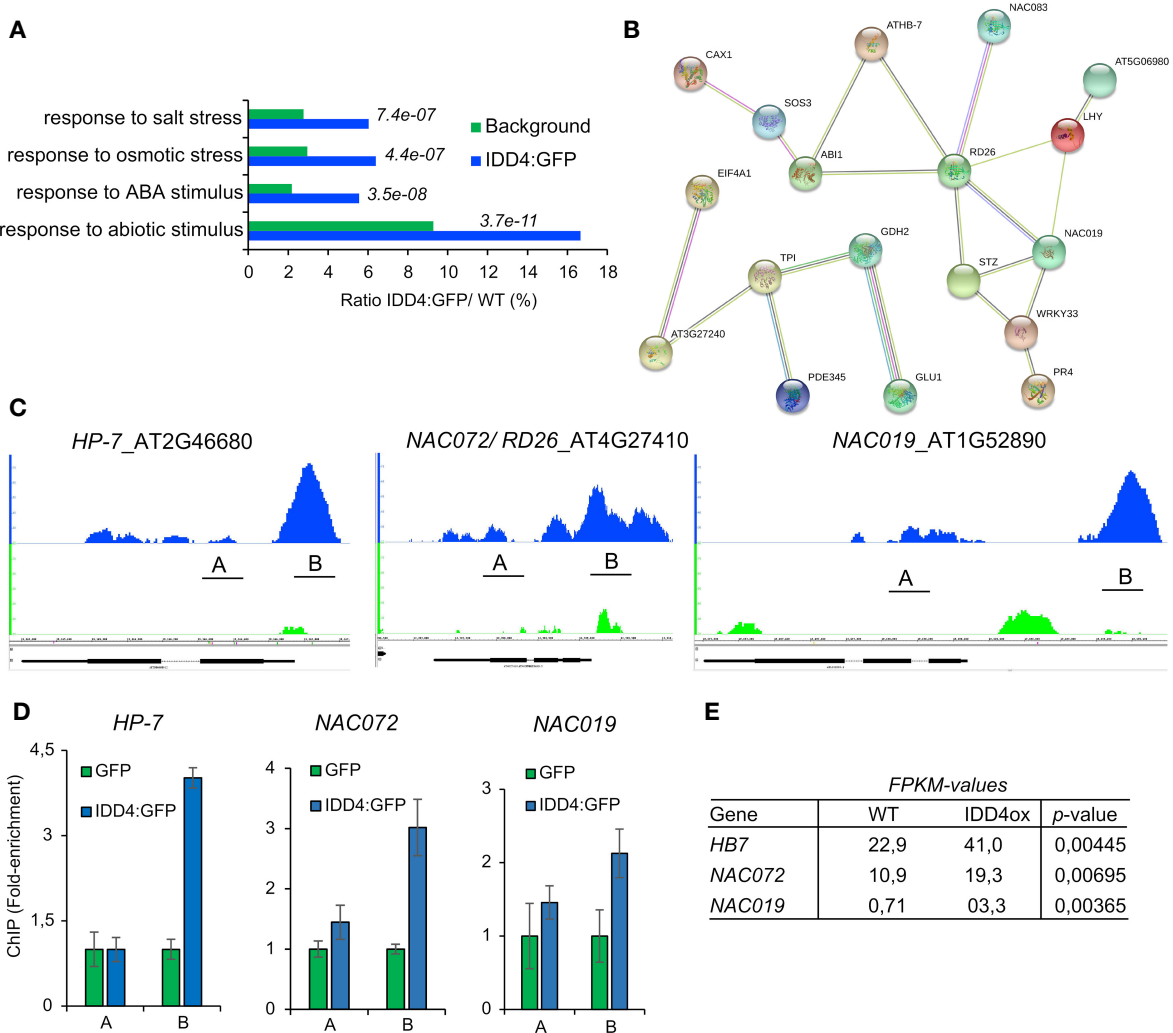
Genome-wide identification of IDD4 chromatin-bound regions involved in abiotic stress response **(A)** Gene ontology annotations of significant ChIP-SEQ targets. **(B)** Protein interaction networks derived from the IDD4 ChIP-SEQ targets grouped in the GO response to salt-stress. Network was generated by the use of STRING (version 10.0). Minimum required interaction score is defined as medium confidence 0.5, Meaning of network edges “evidence”. **(C, D)** Binding profiles of IDD4 to the *HP7*, *NAC072* and *NAC019* loci. ChIP-SEQ profiles **(C)** and ChIP-qPCR evaluations **(D)** are depicted for each locus. The TAIR annotations of the genomic loci are shown at the bottom of each panel. The genomic locus indicated above the scale represents forward (+) orientation, while the one below represents reverse orientation. In each case, the enrichment was found to be in the upstream region of the respective genomic locus. **(E)** Transcript amounts of *HP7*, *NAC072* and *NAC019* are increased in IDD4 over-expressor lines compared to WT.

Genes that were categorized with the GO term ‘salt-stress’ formed a functional network, emphasizing that these factors are interconnected with each other in the process of salt-stress regulation (**Supplementary Data 3**). Among these, ARABIDOPSIS THALIANA HOMEOBOX 7 (HB-7) was shown to fine-tune processes associated with growth and response to water stress (Re et al., 2014). Ectopic expression of HB-7 induced tolerance to drought, salinity, and oxidative stress (Pruthvi et al., 2014). The ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN (NAC) 072/RD26, NAC019, NAC083 (**Supplementary Figure 4A**) are important stress-response integrators that exert different functions during the salt-stress response by signal integration of growth hormones in favor of abiotic stress compensation (Takasaki et al., 2015; Wang et al., 2015). The IDD4 binding profiles of HB-7, NAC072/RD26, and NAC019 generated by ChIP-SEQ were confirmed by ChiP-qPCR (**Figures 7C, D**), indicating the association of IDD4 to the 5’ upstream regions of the respective gene loci. Genome-wide expression data of IDD4 overexpressor lines (Völz et al., 2019b) unveiled higher transcript levels of these factors (**Figure 7E**) compared to WT, suggesting that IDD4 acts as a transcriptional activator. Furthermore, we also found IDD4 to be associated with the promoter regions of several well-known salt-stress regulators, such as two members of the salt-overly-sensitive (SOS) pathway, which participate in ion-homeostasis regulation. *SOS3* and *SOS3-INTERACTING PROTEIN 2* (*SIP2*) encode a sensor of cytosolic Ca^2+^ that is essential for K^+^ nutrition, K^+^/Na^+^ selectivity, and salt tolerance (Ishitani et al., 2000; Li et al., 2013; Van Oosten et al., 2013) (**Supplementary Figures 4B, C**). IDD4 was also found to be associated with the promoter regions of the genes for the protein phosphatase 2C ABA-insensitive 1 (*ABI1*) (**Supplementary Figure 4E**), which is a key component of the ABA core signaling complex, and the transcription factor *WRKY33* (**Supplementary Figure 4D**), which is also involved in ABA signal transduction of salinity-stress (Jiang and Deyholos, 2009). The association of IDD4 to these target genes indicates its direct influence on factors shaping the salt-stress response of *Arabidopsis* (**Figure 7**; **Supplementary Figure 4**).

## Discussion

The IDD family of transcription factors regulate several biological processes in plants (Kumar et al., 2019) and several phosphoproteomic studies have identified IDD transcription factors as targets for phosphorylation (Völz et al., 2019c). We previously showed that *IDD4* regulates plant immune responses and its activity is controlled by phosphorylation through MPK6 (Völz et al., 2019b). Here we show that IDD4 is involved in regulating salt tolerance and growth. We propose a gene regulatory network model, whereby MPK6 phosphorylates IDD4 to activate the expression of a cascade of downstream transcription factors, including HB7, NAC19 and NAC72 to adjust growth and development of *Arabidopsis* under salt-stress conditions (**Figure 8**).

**Figure 8:**
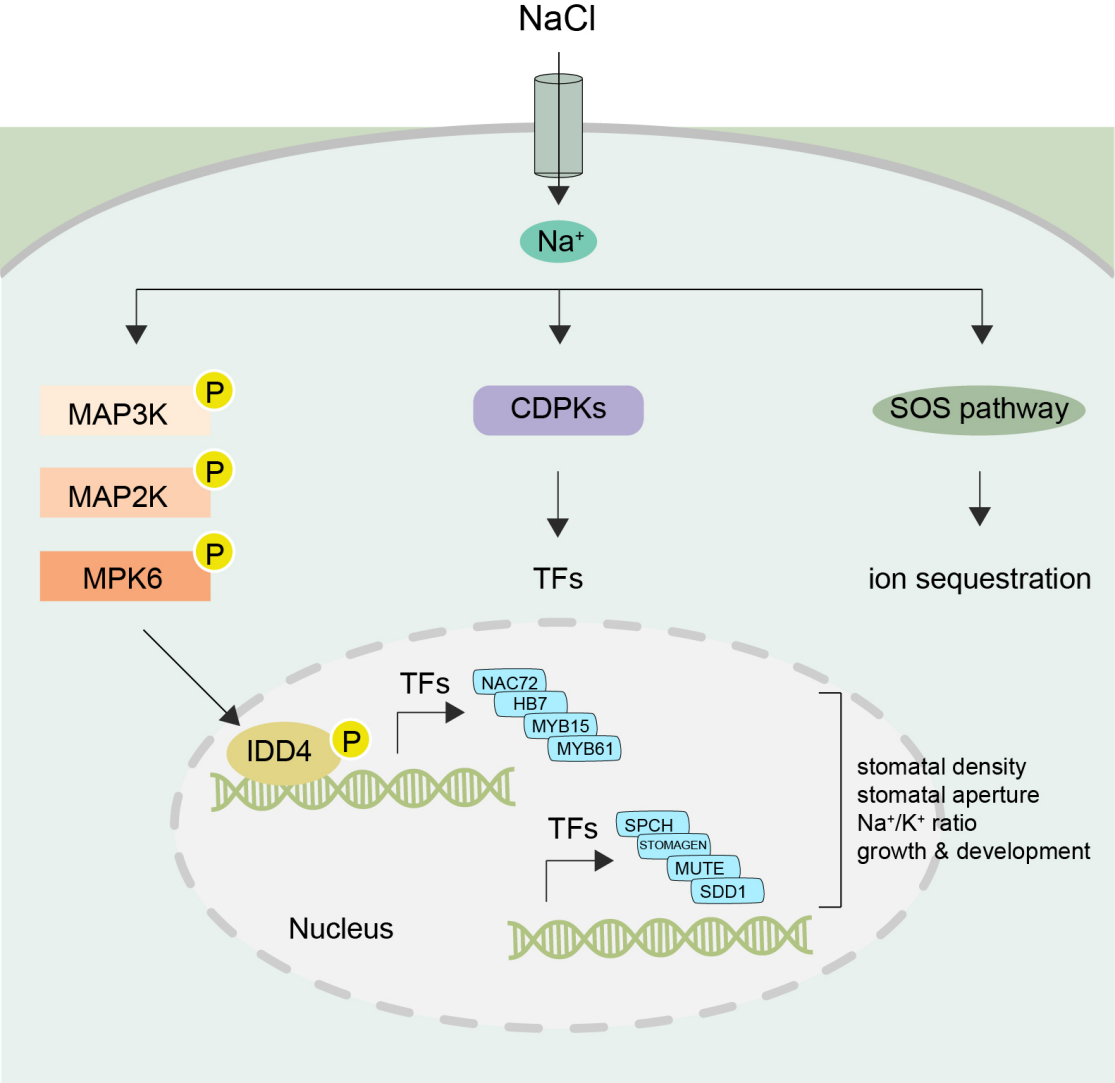
Working model of IDD4 activation and signaling under salt-stress Upon perception of NaCl signals the MAPK cascade becomes activated resulting in the activation of IDD4 (Indeterminate-domain 4) via MPK6 (mitogen-activated protein kinase 6). The phosphorylated IDD4 binds to the promoter regions of its target genes, e.g. transcription factors (TFs) controlling the genes involved in salt response or stomatal patterning, and thereby regulating the downstream stress responsive target genes. Thus, the MPK6-IDD4 module regulates the salt-stress response under unfavorable saline conditions. SOS, salt overly sensitive; CDPK, Ca^2+^ dependent protein kinase; MAP3K-MAP2K-MAPK (mitogen-activated protein kinase) cascade. SPCH, Speechless; SDD1, Stomatal density and distribution 1; NAC, (NAM, ATAF1/2, and CUC2); HB7, Homeobox7; MYB, myeloblastosis viral oncogene homolog.

### *In-vivo* phosphorylation of *IDD4*

A multitude of phosphoproteomic studies suggest conserved phosphosites within the members of the IDD-family (Völz et al., 2019c). MPK6 was shown to be phosphorylated and thereby activated following salt-stress (Ichimura et al., 2000). In this context, we previously showed that activated-MPK6 phosphorylates IDD4 (Völz et al., 2019b). A major phosphosite found in all IDD-members is a serine at position 73 in IDD4 upstream of ZF1 that is targeted by MPK6 in response to salinity stress (Wang et al., 2020). By using a phosphospecific IDD4-S-73 antibody, we confirmed that salt-stress triggers the phosphorylation of IDD4, These findings, together with the corresponding enhanced salt-resistant phenotype of the *mpk6-2* and *idd4* mutant are coherent with evidence that phosphorylation of IDD4 regulates its DNA-binding ability and expression of downstream target genes (Völz et al., 2019b).

### MPK6 negatively regulates salt-stress adaptation

MPK6 is known as a negative regulator of salt-stress (Alzwiy and Morris, 2007; Han et al., 2014; Liu et al., 2015), playing a crucial role in the Na^+^ uptake and Ca^+^ homeostasis of *Arabidopsis* roots (Han et al., 2014). Our salt-stress phenotyping of *mpk6* confirms that MPK6 acts as a negative regulator of salinity stress (**Figure 6**; **Supplementary Figure 4**). The kinase activity of MPK6 is rapidly triggered in a time- and dose-dependent manner by salt-stress, and this activation is induced mainly by phosphorylation of the TEY motif in the activation loop of the MAPKs (Ichimura et al., 2000; Yu et al., 2010; Liu et al., 2015). MAPKs regulate their substrates through the phosphorylation of conserved Ser/Thr residues adjacent to proline residues (S/T-P). IDD4 harbors a conserved MAPK docking site between ZF1 and ZF2 and has been shown to interact predominantly with MPK6, which phosphorylates IDD4 on S-73 as well as on Thr-130 (Völz et al., 2019b). The importance of MPK6-mediated IDD4 phosphorylation in response to salt stress was evidenced by the enhanced and reduced salt tolerance phenotypes of *IDD4-AA* (phospho-dead) and *IDD4-DD* (phospho-mimic) transgenic lines respectively.

### IDD4 regulates Na^+^/K^+^ ratios under salinity

Salinity causes an increase in the concentrations of Na^+ ^and Cl^–^ leading to cytotoxicity, thereby inhibiting plant growth and development (Isayenkov and Maathuis, 2019). Increases in Na^+^ lead to decreased K^+^ concentrations in plant cells, resulting in detrimental Na^+^/K^+^ ratios. Plants can counteract the harmful effects of ionic stress, caused by hyper-accumulation of Na^+^, by increasing K^+^ uptake. The main contributors to root K^+^ uptake are AKT1 and HAK5, and HAK5 has been shown to be induced upon K^+^ starvation (Gierth et al., 2005). When exposed to salinity stress, several *Arabidopsis* salt tolerant accessions, showed no change in Na^+^ but higher K^+ ^and lower Na^+^/K^+^ ratios, along with the up-regulation of *HAK5*, *CHX17* and *KUP1* (Sun et al., 2015). 

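*HAK5* (AT4G13420), the high-affinity K+ transporter gene, was at similar levels in both genotypes under NaCl, with 70.49 ± 24.7 in WT and 72.79 ± 24.3 in *idd4* (n = 2 each). Without NaCl it stood at 42.26 ± 20.4 in WT and 84.91 ± 8.83 in *idd4*. The difference was 0.05 (SE 0.42) under NaCl, from -0.31 to 0.41 without single libraries, and 1.07 (SE 0.42) without NaCl, from 0.57 to 1.57. Neither passed over all genes (adjusted p = 1), nor did the interaction of -1.02 (SE 0.60; adjusted p = 1). *AKT1* (AT2G26650), an inward K+ channel of the root, stood at 703.7 ± 8.97 in WT and 828.6 ± 122 in *idd4* under NaCl, a difference of 0.23 (SE 0.19). The cation exchanger gene *CHX17* (AT4G23700) stood at 89.37 ± 6.62 and 121 ± 39.5, a difference of 0.40 (SE 0.29), and at 205.4 ± 9.08 and 251.5 ± 66.2 without NaCl. *KUP1* (AT2G30070), a K+ transporter gene, stood at 253.7 ± 14.8 and 211.3 ± 8.13 under NaCl, a difference of -0.26 (SE 0.21). None of these differences passed (adjusted p = 1), and without NaCl they were 0.02, 0.27 and 0.10. *KAT1* (AT5G46240), the K+ channel of guard cells, fell under NaCl by 1.68 in WT (adjusted p = 0.012) and by 2.00 in *idd4* (adjusted p = 0.0075). Over the 24 ion transport genes the median difference between genotypes was -0.01 under NaCl, with 11 higher (adjusted p = 0.76, camera), and 0.02 without NaCl (adjusted p = 0.57, camera). The genes lie in TAIR10.1 at 7796782 to 7802251 on chromosome 4 (*HAK5*), 11331850 to 11336738 on chromosome 2 (*AKT1*), 12342376 to 12346051 on chromosome 4 (*CHX17*) and 12834821 to 12838655 on chromosome 2 (*KUP1*). *AKT1* and *KUP1* each overlap a neighbouring gene, and the share of reads from it is not known.

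**Figure D4:**
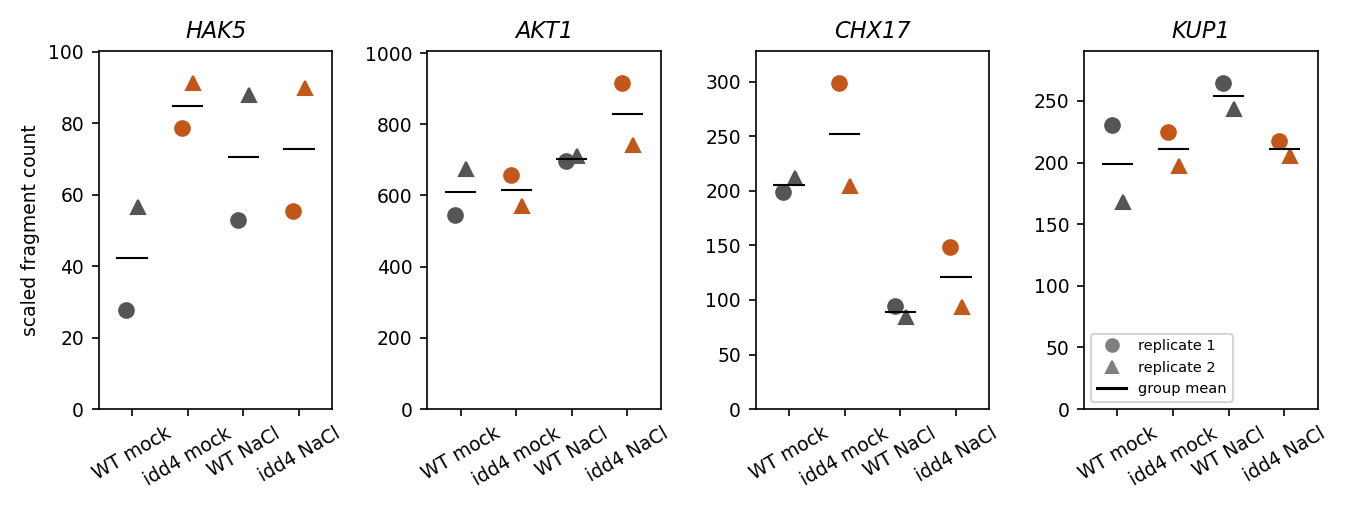
Scaled fragment counts (y axes, from 0) of *HAK5*, *AKT1*, *CHX17* and *KUP1* in the 8 libraries, by genotype and treatment (x axes). Circles are replicate 1, triangles replicate 2 and lines group means; the group means of *HAK5* are apart without NaCl and close under NaCl.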

The *idd4* transcriptome showed increased expression of *HAK5*, which could contribute to the enhanced K^+^ content and the reduced Na^+^/K^+^ ratio (**Figure 3**), making *idd4* plants more salt-stress tolerant. Binding studies of IDD4 revealed primary downstream targets related to salt-stress adaptation by the integration of growth hormone pathways. These primary targets predominantly belong to the group of NAC TFs. Interestingly, the genomic loci encoding for components of the cytosolic Ca^2+^ sensor SOS3 and SIP2, essential for K^+^ nutrition, K^+^/Na^+^ selectivity, and salt tolerance, were also found to be targets of IDD4.

### Regulation of stomatal density and closure by IDD4

Plants utilize several mechanisms to overcome salinity stress, including the rapid stomatal closure upon salt exposure (Munns and Tester, 2008). Several studies show that *MPK6* induces stomatal closure, and can do so independently of ABA signaling (Montillet et al., 2013; Su et al., 2017). We found the two key transcription factors *MYB15 and MYB61* to be differentially regulated in *idd4* (**Supplementary Data 1**) and *IDD4ox* (Völz et al., 2019b) respectively. 

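*MYB15* (AT3G23250) was higher under NaCl in libraries labelled *idd4*, at 416.2 and 41.1, than in WT, at 180.1 and 31.5. Its level followed the replicate number more than the genotype, and the group values were 228.6 ± 265 and 105.8 ± 105 (n = 2 each). Without NaCl it stood at 12.5 and 13.6 in *idd4* and at 4.3 and 12.9 in WT. The difference was 0.79 (SE 1.07) under NaCl and 0.71 without NaCl, each at an adjusted p = 1. *MYB61* (AT1G09540) stood at 39 and 22.8 in WT and at 37.7 and 28.7 in *idd4* under NaCl, a difference of 0.13 (SE 0.47). Without NaCl it stood at 38.5 and 37.8 in WT and at 33.6 and 14.4 in *idd4*, a difference of -0.76 (adjusted p = 1). *MYB15* lies on chromosome 3 from 8309209 to 8310910 in TAIR10.1, and *MYB61* on chromosome 1 from 3086101 to 3087914. No library of the line overexpressing *IDD4* was analysed here.

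**Figure D5:**
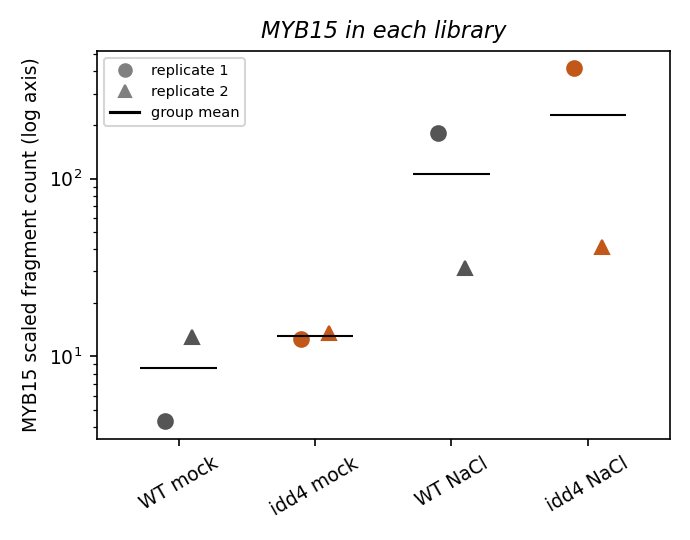
Scaled fragment counts of *MYB15* (y axis, logarithmic) in the 8 libraries, by genotype and treatment (x axis). Circles are replicate 1, triangles replicate 2 and lines group means; replicate 1 is above replicate 2 in both NaCl groups.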

*MYB15* participates in the regulation of stomatal closure and shows altered drought and salinity tolerance in Arabidopsis (Ding et al., 2009), while *MYB61* regulates stomatal pores in an ABA-independent manner (Liang et al., 2005). The altered stomatal closure of *idd4* and *IDD4* overexpressing plants (**Figure 2**) could be due to the regulation of the *MYB15* and *MYB61* genes by IDD4 (**Supplementary Data 1**) (Völz et al., 2019b), which are involved in the regulation of stomatal movement (Cominelli et al., 2010). 

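From mock to NaCl, *MYB15* (AT3G23250) stood 3.16 higher in WT and 3.24 higher in libraries labelled *idd4*, and neither passed (adjusted p = 0.15 and adjusted p = 0.14). The interaction of genotype and salt was 0.08 (SE 1.52; adjusted p = 1). Without single libraries its difference between the genotypes under NaCl was between -0.87 and 2.44. Another guard cell regulator, *MYB60* (AT1G08810), which promotes stomatal opening, fell under NaCl by 1.83 in WT (adjusted p = 0.015) and by 1.99 in *idd4* (adjusted p = 0.012). The protease gene *SDD1* (AT1G04110), which limits stomatal density, fell by 2.15 in *idd4* (adjusted p = 0.047), and its -1.48 in WT did not pass (adjusted p = 0.13; interaction adjusted p = 1). *OST1* (AT4G33950), the kinase that closes stomata in response to ABA, stood 1.12 higher in *idd4* under NaCl than in mock (adjusted p = 0.056) and differed by 0.11 between the genotypes under NaCl. Of the 23 genes of stomatal development and movement 13 were lower in *idd4* than in WT under NaCl, at a median of -0.15 (adjusted p = 0.27, camera), and the list was called without *idd4* NaCl 2 (-0.35). Without NaCl 20 were lower at a median of -0.22 (adjusted p = 0.025, camera; adjusted p = 0.34 with an estimated correlation), a call that ended without *idd4* mock 1 or WT mock 2 and at a minimum mean of 5 (-0.20) or 10 (-0.16). Between mock and NaCl the list's median was -0.34 in WT, or -0.59 against the median gene (adjusted p = 0.00012, camera; adjusted p = 0.31 with an estimated correlation), with 1 gene falling over all genes and 1 over the list alone. In *idd4* it was -0.50 (adjusted p = 0.0012, camera; adjusted p = 0.31 with an estimated correlation), with *MYB60* and *SDD1* falling and *OST1* rising over the list alone, and the call ended without *idd4* NaCl 1. The interaction median was 0.10 (adjusted p = 0.74, camera), called without *idd4* NaCl 1 (0.29).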

The overexpression of *MYB15* seen in *idd4* mutants might lead to enhanced stomatal closure in response to salt, making these plants more stress tolerant (Ding et al., 2009). Interestingly, the larger stomatal pore size of *IDD4ox* plants might be linked to the downregulation of *MYB61*, mutants of which also result in larger stomatal pores (Liang et al., 2005). In line with this idea, we recently reported that plants expressing a dominant-negative version of *IDD4* (*idd4SRDX*) are affected in the stomatal opening/closing mechanism (Völz et al., 2019a), and stomata of *idd4SRDX* lines show generally reduced stomatal aperture, as observed in the *idd4* mutant plants. Furthermore, the expression of *idd4SRDX* compromises the stomatal reopening after infection by the pathogen *Pseudomonas syringae DC3000*. In our study *of idd4SRDX* lines, we identified several direct IDD4 target genes involved in stomatal movement and patterning, indicating that IDD4 acts as an upstream regulator of *STOMAGEN* and *SPEECHLESS*, two key-factors in stomatal development. In addition, *STOMATAL DENSITY AND DISTRIBUTION 1 (SDD1)* and the basic helix-loop-helix protein *MUTE*, which control meristemoid differentiation during stomatal development, were also identified as targets of IDD4 (O'Malley et al., 2016; Völz et al., 2019a). The genetic interaction between the above mentioned genes and IDD4 is in accordance with the observed changes in stomatal density and pore opening in *IDD4* transgenic lines. Hence, our data further emphasize IDD4 as upstream regulator of pivotal factors controlling stomatal patterning and aperture.

### Coordination of salt-stress responses by IDD4 and DELLA proteins

Our previous study showed that *IDD4* regulates both the growth and immune response of *Arabidopsis*, suggesting that the trade-off model between plant growth and defense may be too simplistic (Völz et al., 2019b). In accordance with the transcriptome analysis, which suggested that IDD4 might also be involved in regulating salt-stress response genes, *IDD4* knock out and overexpression lines show alterations in salinity tolerance. While *IDD4* loss-of-function resulted in better seed germination as well as shoot and root growth under salt-stress conditions, *IDD4* overexpression increased the salt sensitivity during germination and vegetative growth (**Figure 1**). An important mediator of biotic and abiotic stress signals including salinity is the transcriptional regulator DELLA. In line with this concept, quadruple DELLA mutant plants exhibit enhanced salt tolerance (Achard et al., 2006). Since it was previously shown that IDD4 interacts with DELLA/RGA to regulate immune response genes (Yoshida et al., 2014), it is likely that the cooperative action of IDD4 and DELLAs might also function in a similar fashion to regulate salt tolerance in plants.

Our work shows that the function of *IDD4* regulates plant growth and development under abiotic stress conditions, such as salt stress. Our work proposes that *MPK6* and *IDD4* are activated upon salt stress sensing and that MPK6 is a key regulator of IDD4 activation. Phosphorylated IDD4 binds to the promoters of its downstream target genes to regulate their expression. A number of direct IDD4 targets encode key factors in determining stomatal density and behavior. Moreover, IDD4 targeted transcription factors, such as NAC72 and HB-7, themselves regulate a number of salt-stress response genes (**Figure 8**). In this way, the MPK6-IDD4 regulated signaling module coordinates growth and development with stress responses to optimally adapt plants to salt-stress conditions.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO accession number: GSE242075.

## Author contributions

AR: Conceptualization, Investigation, Methodology, Writing – original draft. RV: Conceptualization, Investigation, Methodology, Writing – original draft. AS: Investigation. KM: Data curation, Software. S-KK: Investigation, Methodology. NR: Methodology. KA: Investigation. LA: Resources. MB: Methodology. IB: Resources. HH: Conceptualization, Formal Analysis, Project administration, Supervision, Visualization, Writing – review & editing.

## Supplementary material

Supplementary Figure 1 Phenotype of *Arabidopsis idd4* mutant plants under non-salt conditions.

Supplementary Figure 2 Binding of IDD4-pS73 antibody to phosphorylated IDD4 in *IDD4ox.*

Supplementary Figure 3 Phenotype of *Arabidopsis IDD4-AA and IDD4-DD* mutant lines under non-salt conditions.

Supplementary Figure 4 Binding profiles of IDD4 to salt-stress responsive genes.

# Supplementary material for: Salinity stress-induced phosphorylation of INDETERMINATE-DOMAIN 4 (IDD4) by MPK6 regulates plant growth adaptation in Arabidopsis
**Source:** Front Plant Sci. 2023 Oct 10;14:1265687. doi: 10.3389/fpls.2023.1265687
**Supplement:** Supplementary Figure 1 — Phenotype of Arabidopsis idd4 mutant plants under non-salt conditions.

Salinity stress-induced phosphorylation of INDETERMINATE-DOMAIN 4 (IDD4) by MPK6 regulates plant growth adaptation in *Arabidopsis*

Anamika A. Rawat^{1*}, Ronny Völz¹, Arsheed Sheikh¹, Kiruthiga G. Mariappan¹, Soon-Kap Kim¹, Naganand Rayapuram¹, Khairiah M. Alwutayd², Louai K. Alidrissi¹, Moussa Benhamed³, Ikram Blilou¹, Heribert Hirt^{1,4*}

SUPPLEMENTARY FIGURES

Supplemental Figure 1

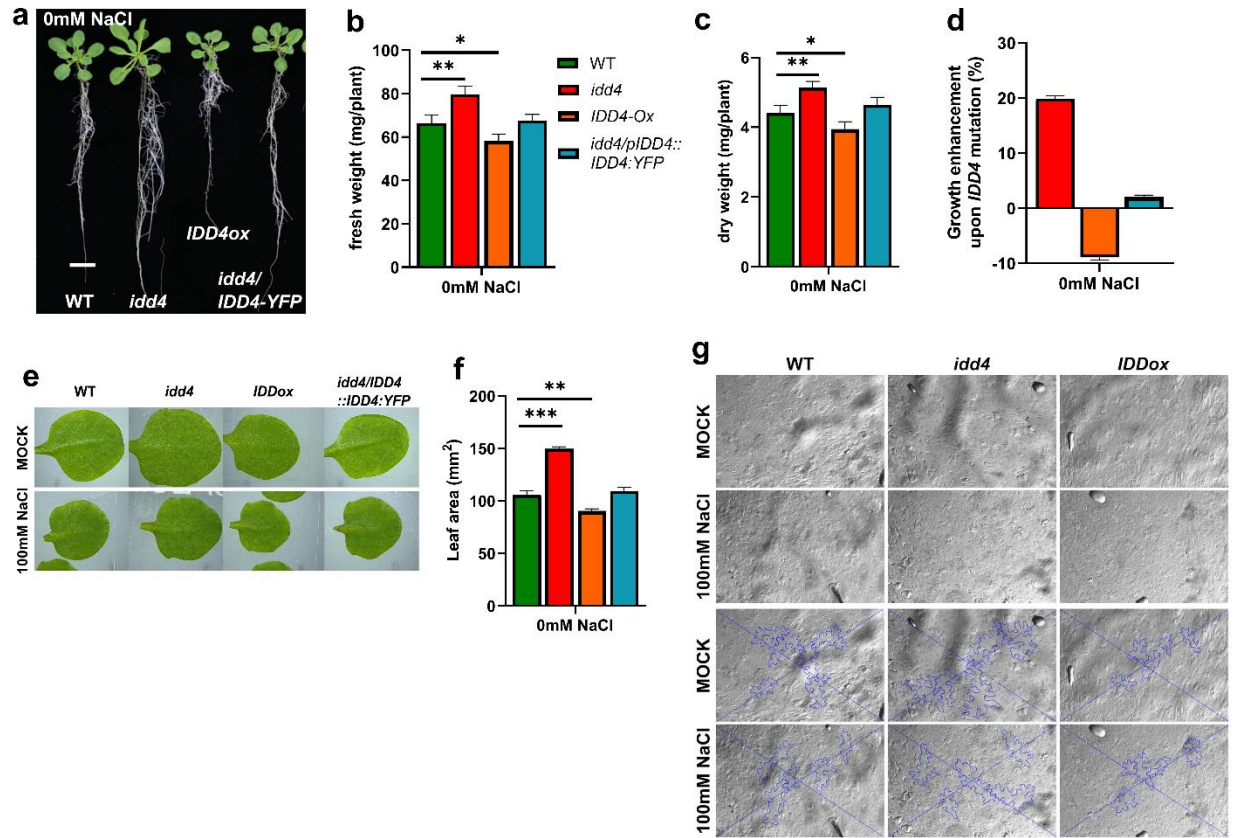

Supplemental Figure 1. The phenotype of *Arabidopsis idd4* mutant plants under non-salt conditions

a Morphology of WT, *idd4*, *IDD4ox* and complementation lines 16d post non-salt treatment. Scale bar = 1 cm. **b** The fresh weight of plants after 16d of 0mM salt treatment. Values represent average $\pm$ SE ($n \geq 25$). **c** The dry weight of plants after 16d of 0mM salt treatment. Values represent average $\pm$ SE ($n \geq 25$). **d** The effect of *IDD4* on the growth of *Arabidopsis* under non-salt stress condition. **e** A leaf of WT, *idd4*, *IDD4ox* and complementation line from 16d post $\pm$ 100mM salt treated plants. Scale bar = 5 mm. **f** The leaf area from (a). **g** Representative image of epidermal peel showing pavement cells in WT, *idd4*, and *IDD4ox*.

Each bar in the graphs represents an average of three biological replicates $\pm$ SE; $n \geq 18$. * $p \leq 0.05$,

** $p \leq 0.01$, *** $p \leq 0.001$ (Student's *t*-test).

Supplemental Figure 2

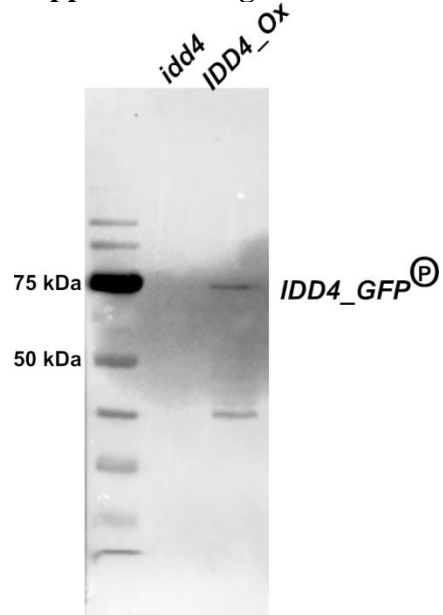

Supplemental Figure 2. Binding of IDD4-pS73 antibody to phosphorylated IDD4 in *IDD4ox* after 150mM of NaCl treatment. For *idd4* the total protein extract was used while for *IDD4_Ox* the IDD4 protein was pulled down using GFP beads.

Supplemental Figure 3

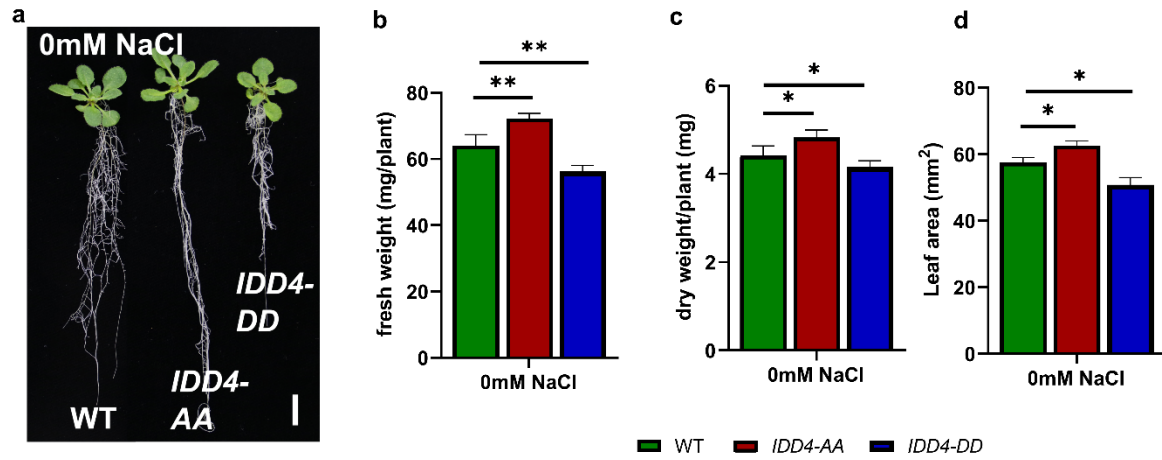

Supplemental Figure 3. Phenotype of *Arabidopsis* *IDD4-AA* and *IDD4-DD* mutant lines under non-salt conditions.

a Morphology of WT, *IDD4-AA* and *IDD4-DD* lines after 16d of non-salt-stress. Scale bar = 1 cm.

b The fresh weight of plants after 16d of 0mM salt treatment. Values represent average $\pm$ SE ($n \geq 25$). **c** The dry weight of plants after 16d of 0mM salt treatment. Values represent $\pm$ SE ($n \geq 25$).

d Leaf area of WT, *IDD4-AA* and *IDD4-DD* mutant lines from (a). Values represent average $\pm$ SE, ($n \geq 25$).

Each bar in the graphs represents an average of three biological replicates $\pm$ SE; * $p \leq 0.05$, ** $p \leq 0.01$, *** $p \leq 0.001$ (Student's *t* test).

Supplemental Figure 4

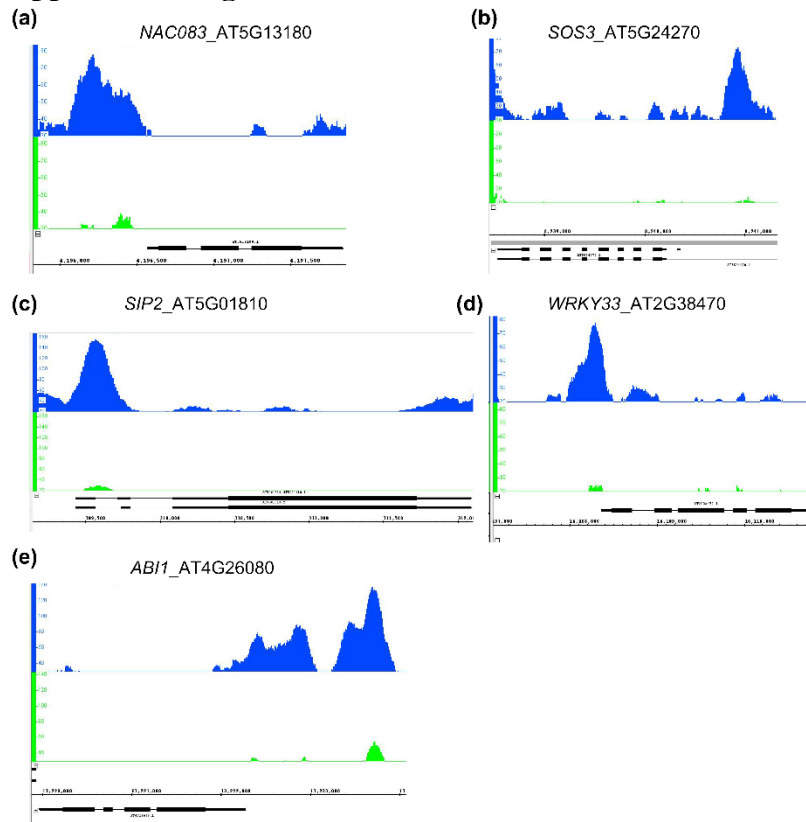

Supplemental Figure 4. Binding profiles of IDD4 to salt-stress responsive genes

a-e ChIP-SEQ based-binding profiles of IDD4 to the NAC083, SOS3, SIP2, WRKY33 and ABI1 loci.

The TAIR annotations of the genomic loci are shown at the bottom of each panel.

The genomic locus indicated above the scale represents forward (+) orientation, while the one below represents reverse orientation. In each case, the enrichment was found to be in the upstream region of the respective genomic locus.

How the deposited data were processed for this re-analysis (not part of the article)

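RNA sequencing of WT and *idd4* seedlings of 14 days was analysed, without NaCl (mock) and with 100 mM NaCl, with 2 libraries in each of 4 groups. Genotype, treatment and replicate number were taken from the labels of the 8 libraries, and the replicate numbers are not stated to pair libraries across groups. The authors sequenced paired-end reads of 101 bp, checked them with FastQC, trimmed them with Trimmomatic 0.32 at a minimum of 36 bp and aligned them to TAIR10 with TopHat 2.1.1, allowing 2 mismatches. They used Cufflinks 2.2.1 for gene structures and cuffdiff for differential expression. The deposited values are an expression signal per gene made by the authors, a fragment count multiplied by one factor per library, and they are not FPKM, the unit the analysis had been designed for. In every library at least 99.87% of values lay within 0.05 of a whole multiple of a single step, from which the fragments were recovered. Steps ran from 0.77567 to 1.79383, and the recovered depth from 5882615 fragments in *idd4* NaCl 1 to 13557480 in *idd4* NaCl 2. A value of 1 step is therefore 1 fragment, and levels under 10 rest on few fragments. How reads shared between near-identical genes and reads of either strand were counted is not stated. The table holds 27207 genes, of which 26558 match identifiers in the TAIR10.1 reference, used for chromosome, start and end, and 649 do not.

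From the deposited values, log2(value + 1) of the 21820 genes with a mean of at least 1 over the 8 libraries was modelled with limma 3.58.1 in R 4.3.3, with 1 mean per group and moderated variances with a trend. Contrasts were *idd4* minus WT under NaCl and without NaCl, NaCl minus mock in each genotype, and the interaction. Two-sided p-values were adjusted over all genes by Benjamini-Hochberg, with 0.05 as the threshold. A gene is said to have risen or fallen only where it passed. A difference left as a value did not pass or was not tested. Lists of 25 groups of genes were tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 25 lists of a comparison. They cover ABA and dehydration, ion transport, proline, jasmonate, salicylate and immunity, iron deficiency, ferritin, ribosomal proteins and proteasome subunits (each as a list and by annotation), auxin, stomata, the IDD family, gibberellin and DELLA, MAP kinases and heat shock. The others are senescence and starvation, anthocyanin, touch and wounding, the clock, photosynthesis, root markers, reference genes and the salt-related IDD4 targets of the paper. The lists, the contrasts, the tests, the thresholds and the alternatives were set before the deposited values were examined. The exceptions are edgeR 4.0.16 and DESeq2 1.42.0 on the recovered fragments and a minimum mean of 10, added after the values had been seen. Supplementary Data 1 and 2, made from these libraries, had been seen by the time the plan was complete. Cluster 1 holds 11 of the 24 iron deficiency genes and cluster 3 holds 17 of the 38 ABA and dehydration genes. Tests of genotype on these lists are therefore not independent of the clusters. Correlations of profiles are Pearson correlations over all genes of group means on the log2(value + 1) scale. Clusters and listed genes are those of the supplementary tables of the paper.

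Genes are named by a rule: each gene the paper names, and for each contrast up to 12 per direction with the largest differences among those that passed, with both libraries of one group beyond both of the other and a mean of at least 5. Where fewer than 12 passed, those with the smallest p were added up to 6 per direction. Up to 4 members of each list, and the 5 largest folds in each direction of Supplementary Data 1, were added. The values of Supplementary Data 1 and 2 had been seen when the rule was written. Some further members of lists and clusters were named after their values were seen.

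The method was tested on simulated data with the depth of these libraries and the spread of each gene. Genes were drawn independently and without a replicate effect. In the real data the estimated correlation within a list was 0.32 for ABA and dehydration, 0.6 for iron deficiency and 0.83 for photosynthesis. The simulation therefore does not test camera on lists whose genes vary together. At 4-fold, limma recovered 77, 71, 74 and 77 of 100 changed genes in the comparisons of genotype under NaCl, genotype without NaCl, NaCl in WT and NaCl in *idd4*, and at 2-fold 8, 11, 16 and 9. Of its calls, 16 of 101, 5 of 87, 10 of 100 and 12 of 98 were of unchanged genes. A simulated list of 40 genes shifted by 0.5 was called by camera at the preset correlation in all 4 comparisons. With an estimated correlation it was not called for genotype under NaCl (adjusted p = 0.08, camera). It was called in the others, at adjusted p = 0.045, adjusted p = 0.016 and adjusted p = 0.033 (camera). Of the random lists, 0 of 20 were called. The genes of the shifted list were independent, so its larger adjusted p-values with an estimated correlation reflect a weaker test.

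Alternatives were pseudocounts of 0.1 and 5, no filter and a minimum mean of 5, median-of-ratios scaling, quantile normalization, rescaling to nuclear genes, a block for the replicate number, a fit to the 4 libraries compared, variances without a trend or robust, and each library left out. With a library left out, the lone library of its group is assumed to vary like the others. For correlations, linear values, Spearman correlation, a pseudocount of 0.1 and genes with a mean of at least 1 were tried. Enrichment of GO terms was not repeated, as no annotation of GO terms was used here, and the binding data and the line overexpressing *IDD4* were not analysed here. Tables were made with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9.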

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

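The tests of scaling, of exchanged labels, of mixed tissue and of a single library were chosen only after the result was seen, and those of time of day, depth and handling before it.

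Between mock and NaCl, 524 genes changed in WT and 646 in libraries labelled *idd4* (limma, adjusted p under 0.05). Leaving out single libraries gave 55 (without WT mock 2) to 698 in WT and 71 (without *idd4* mock 1) to 804 in *idd4*. Gene lists outside those the paper discusses also passed. From mock to NaCl, the median of the anthocyanin list was 4.42 in WT and 4.42 in *idd4*, that of proline metabolism 0.93 and 0.93, that of senescence 1.65 and 1.2, and that of photosynthesis -0.76 and -1.05. With an estimated correlation these gave adjusted p = 0.099 and 0.092, adjusted p = 0.31 and 0.29, adjusted p = 0.34 and 0.39, and adjusted p = 0.43 and 0.35, none passing. The photosynthesis call in WT also ended under quantile normalization (-0.34). The touch and wound list had medians of -1.01 (adjusted p = 6.3e-09, camera; adjusted p = 0.43 with an estimated correlation) and -0.37 (adjusted p = 0.0031, camera; adjusted p = 0.81 with an estimated correlation). In *idd4* it was 0.37 without *idd4* mock 2, 0.14 without *idd4* NaCl 2 and -0.61 under quantile normalization, which each ended the call. It was -1.22 without *idd4* mock 1 and -1.1 without *idd4* NaCl 1, and in WT -1.83 without WT NaCl 1. The root marker list had -0.35 (adjusted p = 1.6e-05, camera; adjusted p = 0.18 with an estimated correlation) and -0.11 (adjusted p = 0.0012, camera; adjusted p = 0.28 with an estimated correlation), the latter -0.62 without *idd4* mock 2, -0.57 without *idd4* NaCl 1, -0.02 without *idd4* mock 1 and 0.07 without *idd4* NaCl 2. The iron deficiency list had -0.06 in WT, called as lower than the median gene (adjusted p = 0.018, camera; adjusted p = 0.9 with an estimated correlation), and 0.73 without WT NaCl 1, -0.03 without WT mock 2, -0.30 under median-of-ratios scaling and -0.26 under quantile normalization, which each ended the call. In *idd4* its median was 0.78, with 21 of 24 higher (adjusted p = 0.13, camera), and it was called as higher under median-of-ratios scaling (0.54), quantile normalization (0.57), with a replicate block and without WT NaCl 1, WT NaCl 2, *idd4* NaCl 1 (1.24) or *idd4* mock 2 (0.91).

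Between the genotypes under NaCl, the lists of senescence (0.21; adjusted p = 0.02, camera; adjusted p = 0.78 with an estimated correlation), touch and wounding (0.54; adjusted p = 0.00062, camera; adjusted p = 0.78 with an estimated correlation) and photosynthesis (-0.24; adjusted p = 0.021, camera; adjusted p = 0.83 with an estimated correlation) passed. Without *idd4* NaCl 1 they were -0.04, -0.27 and 0.13 and no longer passed in that direction. The calls also ended without WT NaCl 1 for senescence (0.26) and without WT NaCl 2 for touch and wounding (-0.04) and photosynthesis (-0.18), the last also under median-of-ratios scaling (-0.19) and with no filter (-0.24). Without NaCl, the lists of iron deficiency (-1.12; adjusted p = 3.8e-19, camera; adjusted p = 0.28 with an estimated correlation), ferritin (0.76; adjusted p = 0.025, camera; adjusted p = 0.47 with an estimated correlation) and senescence (0.34; adjusted p = 1.6e-05, camera; adjusted p = 0.28 with an estimated correlation) passed. The ferritin call ended without WT mock 1 (0.57) or *idd4* mock 1 (-0.17), with only the 4 libraries compared and without a variance trend, and that of senescence without WT mock 1 (0.37).

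The response to NaCl differed between the genotypes by a test of the interaction for the lists of ABA and dehydration (-0.53; adjusted p = 7.9e-05, camera; adjusted p = 0.93 with an estimated correlation), iron deficiency (0.97; adjusted p = 2.2e-08, camera; adjusted p = 0.93 with an estimated correlation), ribosomal proteins (0.12; adjusted p = 0.027, camera; adjusted p = 0.94 with an estimated correlation), touch and wounding (1.03; adjusted p = 7.9e-05, camera; adjusted p = 0.94 with an estimated correlation) and photosynthesis (-0.35; adjusted p = 0.0023, camera; adjusted p = 0.94 with an estimated correlation). Each ended with some library left out: ribosomal proteins went from -0.07 (without WT mock 1) to 0.35, touch and wounding from -0.03 (without *idd4* NaCl 1) to 1.68, and photosynthesis from -0.72 to -0.04 (without *idd4* NaCl 1). The touch and wounding call also ended without *idd4* mock 1, WT mock 2 or WT NaCl 2, that of photosynthesis without WT mock 1, *idd4* mock 2 or WT NaCl 2, and that of ribosomal proteins without *idd4* mock 1, WT NaCl 1, WT NaCl 2 or *idd4* NaCl 2, under median-of-ratios scaling, quantile normalization and without a variance trend. For single genes, 0 passed for the interaction with limma, edgeR or DESeq2. An unadjusted p under 0.05 was held by 203, 200 and 100, or 0.93%, 1% and 0.42% of the genes tested.

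The *IDD4* transcript was higher in the libraries labelled *idd4* than in WT. Scaling between libraries is argued against, since the lowest difference over 3 other scalings was 0.41, with a standard error of 0.18 to 0.19. An exchange of the genotype labels cannot be told apart from a line that holds more of the transcript: 4 of 4 libraries labelled *idd4* lay above both WT libraries of their treatment, as either would give, and no other marker of the line was tested. The paper places a T-DNA insertion in the open reading frame of the line, and its complemented line grew like WT, which does not settle which libraries came from it. A changed transcript made by the mutant allele is a biological hypothesis that was not tested, since the position of reads within the gene is not known.

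The ABA and dehydration list was higher in *idd4* than in WT without NaCl. Tissue from NaCl plates mixed into *idd4* mock is argued against: the share needed, 28.6%, predicts a median of 3.02 for the 8 anthocyanin genes, and 0.34 was observed on ratios of group means (SD 0.31). With a mock library left out the lowest median was 0.45 (without *idd4* mock 1), so no one mock library accounts for all of the difference. Replicate 1 stood above replicate 2 by a median of 0.65 in *idd4* mock and 0.77 in *idd4* NaCl for this list. Spread between libraries of that size is therefore not excluded as the source. Harvest at another time of day cannot be told apart: 3 morning genes had a median of 0.6 (SE 0.34) and 4 evening genes -0.01 (SE 0.18), too few to decide. A higher basal ABA response in the *idd4* line stays open as a hypothesis, beside the doubt about the labels.

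The NaCl libraries of the same replicate number departed from their group means alike in WT and *idd4*, with a correlation of deviations over genes of 0.4. Unequal depth is argued against: after thinning to 5882615 fragments in 10 draws the correlation was 0.35 (0.34 to 0.36), against at most 0.18 between groups of different treatment. Handling or wounding at harvest is a candidate explanation: touch and wound genes were higher in replicate 1 than in replicate 2 by a median of 1.08 in WT NaCl and 1.35 in *idd4* NaCl, and by -0.63 and -1.14 in the mock groups. Heat shock genes (0.73 and 1.27) ran the same way as touch genes under NaCl and iron deficiency genes (-1.42 and -0.97) the other way, so the difference is wider than wounding. No biological explanation was tested, since the labels name no condition that separates the replicates.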

How the results depend on the processing

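edgeR, DESeq2 and a minimum mean of 10 were chosen after seeing the data. Between the genotypes, 0 genes passed under NaCl in every setting, with 280 to 901 at an unadjusted p under 0.05 in limma (387 to 1596 with a library left out), 469 in edgeR, 786 in edgeR with a replicate block and 251 in DESeq2. Without NaCl 0 passed in limma, 1 with a replicate block, 1 in edgeR with that block and 3 in DESeq2, with 183 (126 higher, 57 lower) to 584 (137, 447) at an unadjusted p under 0.05 with a library left out, against 274 (105, 169). For NaCl in WT, the 524 genes (404 up, 120 down) became 482 (243, 239) under median-of-ratios scaling, 419 (218, 201) under quantile normalization and 507 (380, 127) with nuclear genes rescaled. They became 1564 with a replicate block, 84 without a variance trend, 1234 in edgeR with the block and 1094 (478, 616) in DESeq2, and 55 to 698 with a library left out. For NaCl in *idd4*, the 646 (454, 192) became 561 (239, 322), 483 (218, 265) and 629 (444, 185) under those scalings. They became 1728 with a replicate block, 104 without a trend, 111 with only the 4 libraries compared, 1510 in edgeR with the block and 1170 (498, 672) in DESeq2, and 71 to 804 with a library left out. The replicate numbers only share a number, and deviations of equal-numbered libraries correlated at 0.27 in mock and 0.4 under NaCl between genotypes, against 0.04 between treatments in WT, 0.23 in *idd4* and 0.1 across both. The correlation without NaCl (0.9946) was 0.9929 on linear values, 0.9934 by Spearman, 0.9893 with a pseudocount of 0.1, 0.9896 for genes with a mean of at least 1 and 0.9906 to 0.9922 with a library left out. Under NaCl (0.9931) it was 0.9847, 0.9918, 0.9868, 0.9862 and 0.9845 to 0.991. Of 25 lists, 9 were called between the genotypes under NaCl and 11 without NaCl, 0 and 0 with an estimated correlation, and 3 to 12 and 6 to 15 with a library left out. The lowest counts came without *idd4* NaCl 1 and without WT mock 1. With a library left out, the direction of a called test turned under NaCl for jasmonate (-0.48 to 1.2), salicylate (-0.22 to 0.82), iron (-1.11 to 0.28), ribosomal proteins (-0.39 to 0.03) and photosynthesis (-0.63 to 0.13). Without NaCl it turned for salicylate (-0.18 to 0.03), ferritin (-0.17 to 1.72) and touch (-0.99 to 0.35). For NaCl against mock it turned for iron in WT (-0.61 to 0.73), touch in *idd4* (-1.22 to 0.37) and annotated ribosomal proteins (-0.03 to 0.38 in WT, 0.11 to 0.31 in *idd4*). For the interaction it turned for ribosomal proteins (-0.07 to 0.35; annotated -0.18 to 0.21) and photosynthesis (-0.72 to -0.04). Medians of other lists changed sign without such a turn, as for touch under NaCl (-0.27 without *idd4* NaCl 1). Cluster medians under NaCl ran from 0.17 to 1.45 (cluster 3), 0.42 to 1.58 (cluster 8) and -1.1 to -0.73 (cluster 14), and cluster 1 kept within its spread (-0.64 to -0.19). The cause was not tested, except that a library left out or a fit to 4 libraries leaves fewer samples. Over all lists and settings 2391 values kept their side of the threshold, 110 lost and 79 gained a call and 20 turned, the last all with a library left out. For named genes the numbers were 9019, 368, 101 and 0. Depth limits genes with few fragments, above all in *idd4* NaCl 1 (5882615 fragments). Not every setting was run for every result: clusters and listed genes had scalings and left-out NaCl libraries, listed folds only median-of-ratios scaling, and the interaction no fit to 4 libraries.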

Differences from the paper's values

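The comparisons with DESeq2, edgeR and a minimum mean of 10 were chosen only after the result was seen.

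The paper's correlation of WT and *idd4* profiles is 0.988 without NaCl and 0.989 under NaCl, against 0.9946 and 0.9931 here. A value is said to differ when its distance from the paper's exceeds a spread between replicates. That spread is the SD of the 2 replicate correlations, 0.00037 without NaCl and 2e-04 under NaCl, and not an error of group means. Without NaCl all alternatives set before the data were examined also differ, the nearest being 0.9893 with a pseudocount of 0.1. Single mock libraries of WT and *idd4* correlated at r = 0.9863 to 0.9912. Among them WT mock 1 and *idd4* mock 1 gave 0.9882, equal to 0.988 at the digits printed. The paper does not state which libraries or scale it used. Under NaCl the nearest, 0.9893 without WT NaCl 2, equals the paper's value at the digits it prints, and the other alternatives differ.

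At the paper's threshold of p under 0.05 without adjustment, the paper gives 248 genes between *idd4* and WT under NaCl, and 532 were found here. The 532 are 2.44% of the genes tested, a smaller share than that threshold passes on average when no gene differs. Of the alternatives set before the data were examined, the fit to only the 4 libraries compared (280) no longer differs and all others do. Of these genes the paper gives 74 as lower in *idd4*, against 377 here, and each alternative set before the data were examined differs, from 204 with only the 4 libraries compared to 812 without *idd4* NaCl 2. The paper's 174 higher genes and the 155 found here are within a factor of 1.5, the rule used for counts, but alternatives gave from 64 without *idd4* NaCl 1 to 784 without *idd4* NaCl 2. DESeq2 on the recovered fragments gave 251 genes, 159 higher and 92 lower, which no longer differ; it was chosen after seeing the values and drops 114 of the paper's genes, against 142 for limma and 135 for edgeR.

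The paper's log2 fold change of *TCL2* (AT2G30424) is -1.59, against -1.44 here on group means with 1 added (SD 0.15 between replicates). Under median-of-ratios scaling, the alternative set before the data were examined, it was -1.36 and also differs. The added 1 draws ratios of low counts towards 0, here 18 and 31.5 in WT NaCl and 5.4 and 11.6 in *idd4* NaCl. A ratio without it was not tried, so the gap need not be a difference in the data. *TCL2* was 1 of 11 among 247 listed genes further from the paper's value than the spread between replicates. Over all 247 the paper's log2 fold changes and those here correlate at r = 0.988.

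The paper states a number of replicates larger than the 2 libraries per group in the table. The unit it names, FPKM, is not the unit of the table, whose values are scaled fragment counts. The methods of the paper name an FDR threshold and a 2-fold change, whereas in its Supplementary Data 1 the lowest q is 0.320917, and 140 of 248 folds are under 2. Its text gives -2.11 as the lowest log2 fold change and its table -2.01. The values of Supplementary Data 2 are labelled as log2 values and have a mean of 0 and an SD of 1 in each of 304 rows. *HAK5* (AT4G13420) is stated to be higher in the *idd4* transcriptome; under NaCl the difference was 0.05 (SE 0.42), and without NaCl 1.07 (SE 0.42), neither passing (adjusted p = 1, limma). *MYB15* (AT3G23250), stated to be differentially regulated, had a log2 ratio of group means of 1.1, near the 1.04 in the table of the paper, and did not pass (adjusted p = 1, limma). Cluster 3 is stated to hold auxin-responsive genes, from GO terms that were not tested here. None of the 27 genes of the auxin list used here is a member, whereas 17 of 38 genes of the ABA and dehydration list are. As the 27 are not the GO set, this cannot decide the paper's statement. The line is described as a loss of function of *IDD4*, and its transcript was higher in the libraries labelled *idd4*, by 0.42 under NaCl and 0.54 without it.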

Other observations

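The choice of the genes and clusters described here beyond the lists was made only after the result was seen.

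The salt-related genes that the paper reports as bound by IDD4 were spread over both directions between the genotypes. Of 50 such genes 31 were higher and 19 lower in libraries labelled *idd4* under NaCl, at a median of 0.06 (adjusted p = 0.057, camera), and 23 were higher without NaCl, at a median of -0.03 (adjusted p = 0.7, camera). Under NaCl the list was called as higher under median-of-ratios scaling (0.11), with a replicate block, at a minimum mean of 10, and without *idd4* mock 1, *idd4* mock 2 or *idd4* NaCl 2 (0.31), and its median was -0.18 without *idd4* NaCl 1. From mock to NaCl the median was 0.26 in WT (adjusted p = 0.46, camera) and 0.34 in *idd4* (adjusted p = 0.055, camera), with 1 and 3 genes rising over all genes, and 6 rising and 1 falling, and 3 rising, over the list alone. In *idd4* this response was called with a replicate block, under quantile normalization (0.18), with no filter and without *idd4* mock 1 (0.52) or *idd4* NaCl 2 (0.59). The NAC factor genes *RD26* (AT4G27410) and *NAC019* (AT1G52890), of ABA and jasmonate signalling, differed by 0.27 (SE 0.47) and 0.35 (SE 1.40) under NaCl. *NAC019* stood at 352.2 and 38 in WT NaCl and at 638.6 and 34.1 in *idd4* NaCl, following the replicate number. *NAC083* (AT5G13180), a regulator of vessel formation, differed by -0.02 (SE 0.18). The calcium sensor gene *SOS3* (AT5G24270) stood at 59.38 ± 0.483 in WT and 41.52 ± 14.8 in *idd4* under NaCl (n = 2 each), a difference of -0.55 (SE 0.35). The kinase gene *SIP2* (AT5G01810) stood 0.61 higher under NaCl than in mock in WT (adjusted p = 0.11) and 0.66 higher in *idd4* (adjusted p = 0.08). The phosphatase gene *ABI1* (AT4G26080), a negative regulator of ABA signalling, differed by 0.20 (SE 0.20) between the genotypes under NaCl, and *WRKY33* (AT2G38470), of defence and salt tolerance, by 0.42 (SE 0.54). Each of these genotype differences had an adjusted p = 1 (limma).

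Other groups of the salt and growth response did not pass between the genotypes, though some were called with a library left out or under another setting. *MPK6* (AT2G43790) stood at 384.3 ± 35.2 in WT and 355 ± 150 in *idd4* under NaCl, and all 3 MAP kinase genes were lower in *idd4* under NaCl, at a median of -0.09 (adjusted p = 0.76, camera). Without NaCl 2 of the 3 were lower, at a median of -0.15 (adjusted p = 0.66, camera). The DELLA gene *RGA* (AT2G01570) differed by 0.06 (SE 0.16), and the 8 gibberellin genes had a median of 0 under NaCl (adjusted p = 0.95, camera) and 0.13 without it (adjusted p = 0.079, camera), the latter called with only the 4 libraries compared and without *idd4* mock 1 (0.17) or WT mock 2 (0.18). The 15 heat shock genes had a median of 0 under NaCl (adjusted p = 0.22, camera) and 0.14 without it (adjusted p = 0.26, camera), and from mock to NaCl 0.39 in WT (adjusted p = 0.55, camera) and 0.55 in *idd4* (adjusted p = 0.25, camera). The median of 0 became 0.76 without *idd4* NaCl 2 and 0.36 without WT NaCl 1, each of which gained a call, as did 1.24 in *idd4* from mock to NaCl without *idd4* NaCl 2. The 13 clock genes had a median of -0.16 under NaCl (adjusted p = 0.32, camera) and 0.05 without it (adjusted p = 0.06, camera). The clock list without NaCl was called with a replicate block, with nuclear genes rescaled, at a minimum mean of 10 and without *idd4* mock 1 (-0.02) or WT mock 2 (0.09). The 25 root markers had a median of 0.05 under NaCl (adjusted p = 0.23, camera) and -0.04 without it (adjusted p = 0.95, camera), and the root hair gene *COBL9* (AT5G49270) stood at -0.95 from mock to NaCl in WT (adjusted p = 0.057). The 6 genes of proline metabolism had a median of 0.20 under NaCl (adjusted p = 0.3, camera) and -0.02 without it (adjusted p = 0.23, camera). The anthocyanin list had a median of -0.03 under NaCl, with a test direction of higher (adjusted p = 0.72, camera), and 0.24 without it (adjusted p = 0.23, camera), the latter called without *idd4* mock 1 (0.75) or WT mock 2 (0.42). Among transporters, *SOS1* (AT2G01980), which exports Na+, differed by -0.03 (SE 0.28) and the vacuolar exchanger gene *NHX1* (AT5G27150) by 0.05 (SE 0.19) between the genotypes under NaCl (adjusted p = 1 each, limma). The stomatal peptide gene *STOMAGEN* (AT4G12970) differed by -0.41 (SE 0.37) and the stomatal lineage factor *SPCH* (AT5G53210) by 0.04 (SE 0.40).

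Of the 31 tested genes of cluster 14, all were lower in *idd4* than in WT under NaCl, at a median of -0.87, with 25 at an unadjusted p under 0.05 and 25 passing adjusted over the cluster alone, but 0 over all genes (limma). From mock to NaCl all 31 were higher in WT, at a median of 0.43, and 29 were lower in *idd4*, at a median of -0.30, with an interaction median of -0.75. The cluster was chosen on these libraries, so its profile is not independent evidence.

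The ferritin gene *FER1* (AT5G01600), for iron storage, stood at 418.4 and 1333.8 in WT mock and at 6246.5 and 952.3 in *idd4* mock. The transcription factor gene *ZAT6* (AT5G04340) stood at 248.1 and 276.9 in WT NaCl and at 796.5 and 373.9 in *idd4* NaCl, with a genotype difference of 1.06 (SE 0.36; adjusted p = 1, limma). Over genes, the axis of greatest variance held 47.9% and followed NaCl, and the next separated replicate 1 from replicate 2 under NaCl.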
